# Wnt/β-catenin signaling integrates patterning and metabolism of the insect growth zone

**DOI:** 10.1242/dev.112797

**Published:** 2014-12-15

**Authors:** Georg Oberhofer, Daniela Grossmann, Janna L. Siemanowski, Tim Beissbarth, Gregor Bucher

**Keywords:** Head, Growth zone, Segment addition zone, Wnt, Hedgehog, Gut, Senseless

## Abstract

Wnt/β-catenin and hedgehog (Hh) signaling are essential for transmitting signals across cell membranes in animal embryos. Early patterning of the principal insect model, *Drosophila melanogaster*, occurs in the syncytial blastoderm, where diffusion of transcription factors obviates the need for signaling pathways. However, in the cellularized growth zone of typical short germ insect embryos, signaling pathways are predicted to play a more fundamental role. Indeed, the Wnt/β-catenin pathway is required for posterior elongation in most arthropods, although which target genes are activated in this context remains elusive. Here, we use the short germ beetle *Tribolium castaneum* to investigate two Wnt and Hh signaling centers located in the head anlagen and in the growth zone of early embryos. We find that Wnt/β-catenin signaling acts upstream of Hh in the growth zone, whereas the opposite interaction occurs in the head. We determine the target gene sets of the Wnt/β-catenin and Hh pathways and find that the growth zone signaling center activates a much greater number of genes and that the Wnt and Hh target gene sets are essentially non-overlapping. The Wnt pathway activates key genes of all three germ layers, including pair-rule genes, and *Tc-caudal* and *Tc-twist*. Furthermore, the Wnt pathway is required for hindgut development and we identify *Tc-senseless* as a novel hindgut patterning gene required in the early growth zone. At the same time, Wnt acts on growth zone metabolism and cell division, thereby integrating growth with patterning. Posterior Hh signaling activates several genes potentially involved in a proteinase cascade of unknown function.

## INTRODUCTION

The Wnt/β-catenin (or canonical Wnt) and hedgehog (Hh) signaling pathways play important roles in animal pattern formation (Martin and Kimelman, 2009; Pires-daSilva and Sommer, 2003). Their involvement in posterior patterning appears to be an ancestral feature in animals. The Hh ligand is expressed in posterior tissues in short germ insects and in several annelids and functional work has revealed that in both clades it is required for segment maintenance but not segment establishment (Dray et al., 2010; Farzana and Brown, 2008; Seaver and Kaneshige, 2006). The requirement of the Wnt/β-catenin pathway for posterior growth and elongation has been identified in vertebrates (Martin and Kimelman, 2008; Shimizu et al., 2005) and protostomes. For instance, it is essential for posterior development in arthropods (Bolognesi et al., 2008; McGregor et al., 2008; Miyawaki et al., 2004) and posterior expression of Wnt ligands is found in onychophorans and annelids (Hogvall et al., 2014; Janssen et al., 2010). Although the conserved involvement of these pathways in posterior patterning is now well established, it has been proposed that a comprehensive identification of their respective target gene sets is required in order to assess the degree of similarity of the gene regulatory networks downstream of the Hh and Wnt/β-catenin pathways (Martin and Kimelman, 2009). Such a comprehensive identification of Wnt and Hh target gene sets of any growth zone is currently lacking for any protostome.

Within arthropods, embryonic patterning has been most thoroughly studied in the fruit fly *Drosophila melanogaster*, in which all segments form almost simultaneously at the syncytial blastoderm stage. In this long germ mode of embryogenesis, the nuclei are not yet separated by cell membranes, which allows for diffusion of transcription factors between nuclei, thereby obviating the need for signaling pathways (St Johnston and Nüsslein-Volhard, 1992). By contrast, most insects show the short germ mode of embryogenesis in which segmentation occurs from a posterior elongation and differentiation zone in a fully cellularized environment. [We use the traditional term ‘growth zone’ (GZ), although most of the early elongation in *Tribolium* is actually attributed to convergent extension (Sarrazin et al., 2012); note that in other protostomes, the term ‘segment addition zone’ is used instead.] Likewise, head patterning in short germ embryos occurs after cellularization (Benton et al., 2013; Handel et al., 2000; Posnien et al., 2010; Tautz et al., 1994). Therefore, signaling pathways are expected to play a more fundamental role in ancestral insect patterning compared with *Drosophila*.

The red flour beetle *Tribolium castaneum* has become a major model for short germ embryogenesis. Several signaling pathways contribute to *Tribolium* patterning: FGF signaling is required for aspects of extraembryonic and embryonic development (Sharma et al., 2013), while torso signaling is required for the establishment of the GZ (Schoppmeier and Schröder, 2005). Wnt and Hh signaling play several subsequent roles in early embryogenesis in *Tribolium* and show corresponding dynamic expression. First, during axis formation, Wnt/β-catenin signaling is required for posterior development and needs to be repressed to allow anterior development, as in vertebrates (Bolognesi et al., 2008; Fu et al., 2012). In a second phase, *Tc-hh* and *Tc-wg* expression arise *de novo* in the head anlagen, while Wnt and Hh signaling remain active in the posterior, where Wnt signaling is needed for elongation of the GZ in *Tribolium* and other arthropods and for the expression of some pair-rule genes in *Tribolium* (Beermann et al., 2011; Bolognesi et al., 2008) (see supplementary material Fig. S1 and Fig. 7). Subsequently, the interaction of adjacent *hh* and *wg* activity maintains parasegment boundaries in the trunk – a function conserved in protostomes (Damen, 2002; Dray et al., 2010; Farzana and Brown, 2008; Oppenheimer et al., 1999; Wohlfrom et al., 2006).

At early stages of embryogenesis, Wnt and Hh signaling appear to differ between *Tribolium* and *Drosophila*. In the early *Tribolium* head anlagen, *Tc-wg* and *Tc-hh* form adjacent stripes from early germ rudiment stages onwards, resembling a bona fide ocular parasegment boundary (Farzana and Brown, 2008; Nagy and Carroll, 1994; Posnien et al., 2011). In *Drosophila*, by contrast, the early ocular domain of *wg* is not a stripe but a more extensive ‘head blob’, and *hh* arises somewhat later. The latter initially forms a broad stripe, which overlaps with the head blob dorsally and extends to the ventral embryo without contacting *wg* expression there (Ingham and Hidalgo, 1993; Tabata et al., 1992). Parasegment boundary-like expression in ocular and antennal segments arises only later, at approximately stage 10, by splitting of the head blob and the *hh* domains (Gallitano-Mendel and Finkelstein, 1997; Tabata et al., 1992; Ntini and Wimmer 2011). In the *Tribolium* GZ, adjacent *Tc-wg* and *Tc-hh* expression domains are found before and throughout elongation. Likewise, *wg* is expressed in a posterior domain from early blastoderm stages onward in *Drosophila* but the corresponding *hh* domain arises later, concomitant with the trunk stripes.

Hence, there appears to be two early Wnt and Hh signaling centers in *Tribolium*, which have no direct correlate in *Drosophila* at corresponding early stages. Further, they are located in two parts of the embryo, which form differently in *Drosophila*, namely the anterior head and GZ (Posnien et al., 2010; Tautz et al., 1994). Interestingly, the position of the head signaling center corresponds to the vertebrate midbrain-hindbrain boundary and several head patterning genes are activated in stripes parallel to this boundary in *Tribolium* (Posnien et al., 2011; Urbach, 2007). The expression of *hh* and *wg* in the hemimetabolous insect *Gryllus bimaculatus* is similar to that in *Tribolium*, suggesting that this represents the ancestral situation (Miyawaki et al., 2004).

The interactions of the Wnt/β-catenin and Hh pathways at these putative signaling centers of short germ embryos have not been studied to date, nor have their target gene sets been determined. We set out to reveal their genetic interactions and to reveal the respective target gene sets by RNA-seq after RNAi at the germ rudiment stage in order to provide a comprehensive picture of Wnt/β-catenin and Hh signaling in the GZ and head. We found that, unlike in *Drosophila*, the Hh pathway acts upstream of the Wnt/β-catenin pathway in the head, whereas in the GZ Wnt/β-catenin activated Hh expression. Unexpectedly, we did not find many target genes for the head signaling center, whereas both pathways had significant sets of non-overlapping target genes in the GZ. Ribosomal proteins and posterior patterning genes, including *Tc-caudal*, *Tc-hairy*, *Tc-odd-skipped* (*odd*) and *Tc-even-skipped* (*eve*), were regulated by Wnt/β-catenin signaling. Further, the mesodermal regulator *Tc-twist* and several hindgut specification genes were Wnt dependent. Hence, Wnt/β-catenin signaling acts on all three germ layers in the GZ. Hh signaling activated genes that are potentially involved in a proteolytic cascade. Finally, we revealed an unexpected essential role of the Wnt target gene *Tc-senseless* (*Tc-sens*) in hindgut formation.

## RESULTS

### Complementary interactions of the Wnt/β-catenin and Hh pathways in the head and GZ

We first analyzed the interaction of the pathways in germ rudiments [10-11 h after egg laying (AEL)] and elongating germ bands (12-15 h AEL). The expression of *Tc-wg* and *Tc-hh* was examined in embryos with disrupted Wnt/β-catenin signaling [*Tc-arrow* (*Tc-arr*)*^RNAi^*, Fig. 1Ba-d] or disrupted Hh signaling [*Tc-hh^RNAi^*, Fig. 1Ca,b; *Tc-smoothened* (*Tc-smo*)*^RNAi^*, Fig. 1Cc,d]. Strikingly, interactions were complementary: Hh signaling acted upstream of *Tc-wg* expression in the head (Fig. 1Ca,b,D), whereas Wnt/β-catenin signaling controlled *Tc-hh* expression in the GZ (Fig. 1Bc,d,E). Autoregulation was apparent only for the Wnt/β-catenin pathway in the GZ (Fig. 1Ba,b). Wnt/β-catenin signaling is also needed to maintain the ocular but not the antennal *Tc-hh* stripe (Fig. 1Bd, arrowhead). Autoinhibition of Hh signaling was found in the head (Fig. 1Cc,d, arrows). At the latest stages analyzed here, both *Tc-wg* and *Tc-hh* segmental trunk stripes start degenerating in the absence of Wnt signaling (Fig. 1Bb,d) but are not yet strongly affected in Hh knockdown (Fig. 1Cb,d). This is in line with previous findings that *Tc-engrailed* stripes appear to degenerate more quickly after knockdown of Wnt signaling as compared with Hh signaling (Bolognesi et al., 2009).

**Fig. 1.**
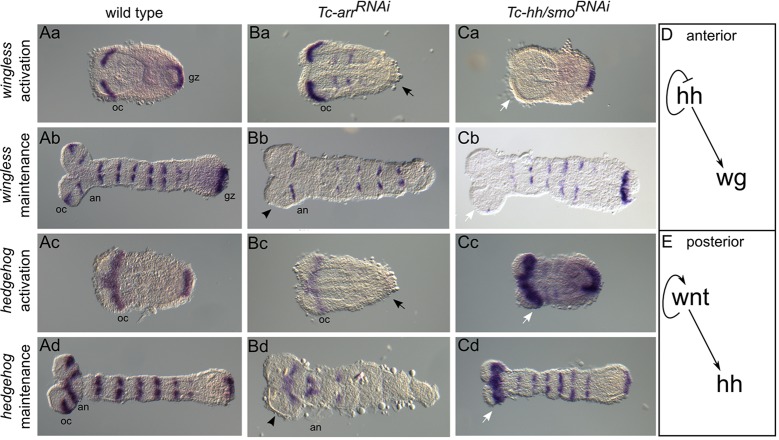
**Complementary interactions of Wnt and Hh signaling in the head and GZ.** (A-C) Expression of *Tc-wg* (rows 1 and 2) and *Tc-hh* (rows 3 and 4) in wild-type (Aa-d) and RNAi-treated embryos with interrupted Wnt (Ba-d) or Hh (Ca-d) signaling in germ rudiments (rows 1 and 3) and elongating germ bands (rows 2 and 4). Anterior is oriented to the left. (Ba-d) When the Wnt pathway was disrupted, both *Tc-wg* and *Tc-hh* expression was abolished in *Tc-arr^RNAi^* embryos in the GZ (black arrows) and at the ocular parasegment boundary (black arrowheads). (Ca-d) When the Hh pathway was disrupted, *Tc-wg* expression was missing in the anterior head of *Tc-hh^RNAi^* embryos (Ca,b, white arrows), and *Tc-hh* expression was largely present in *Tc-smo^RNAi^* but the anterior head domains appeared enlarged (Cc,d, white arrows). (D) Genetic interactions in the anterior head: Hh signaling acts upstream of *Tc-wg*. (E) Genetic interactions in the GZ: Wnt/β-catenin acts upstream of *Tc-hh* and shows autoregulation. Arrows indicate activation. an, antennal stripe; gz, growth zone; oc, ocular stripe.

### RNA-seq is effective in revealing region-specific target gene sets

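RNA from 25 pools of about 100 germ rudiments, collected 10 to 11 h after egg laying at 32°C, was sequenced as single reads on an Illumina HiSeq2000. In parental RNAi, dsRNA is injected into female pupae and the transcript is depleted in their offspring. Sequencing with 50 bp reads covered *Tc-arr RNAi*, *Tc-frizzled1/2 RNAi* and *Tc-wntless RNAi* with 3 samples each, and 3 wild-type samples. Sequencing with 100 bp reads covered *Tc-hh RNAi* with 4 samples, *Tc-otd RNAi* and *Tc-tor RNAi* with 3 samples each, and another 3 wild-type samples. The paper states 3 biological replicates per group. All 25 samples were used here, so n is 4 for *Tc-hh RNAi* and each treatment was compared with the 3 wild types of its own read length. The paper states that injected females were mated with *Black* males, whereas the sample descriptions give wild-type males. The authors mapped the reads with bowtie2 to the au2 transcripts, counted the reads of each transcript with SAMtools, and deposited these counts without normalization for 12784 transcripts. Total counts per sample ranged from 8.29 to 85.5 M (M for mega, counts) with a median of 23.4 M. The range was 17.5 to 29.3 M in *Tc-arr RNAi* (median 22.7 M), 30.5 to 40.5 M in *Tc-frizzled1/2 RNAi* (median 33.8 M), 23.4 to 35.1 M in *Tc-wntless RNAi* (median 33.3 M) and 22.4 to 24.8 M in the 50 bp wild type (median 24.1 M). It was 8.29 to 59.7 M in *Tc-hh RNAi* (median 14.6 M), 12.1 to 85.5 M in *Tc-otd RNAi* (median 13.8 M), 11.0 to 27.9 M in *Tc-tor RNAi* (median 14.2 M) and 13.8 to 59.4 M in the 100 bp wild type (median 16.2 M). Replicate 1 of each 100 bp group is the sum of 3 sequencing runs. The smallest share that 3 counts can show was 0.0351 CPM in the deepest sample and 0.362 CPM in the shallowest. The files of the 50 bp wild types list 0 unmapped reads, so mapping rates were not compared. To see whether 2 samples of a group could be the same library sequenced again, which would give a value near 1, their counts were compared with counting error alone, and the chi-square per degree of freedom over transcripts was 5.89 to 206. This says nothing about the quality of the replicates.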

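Each treatment was compared with the wild type by edgeR's quasi-likelihood test after TMM normalization, on the transcripts that passed edgeR's filter for low counts. The 12 samples with 50 bp reads and the 13 samples with 100 bp reads were fitted separately. A gene was called reduced at a log2 fold change of -1 or below and raised at 1 or above, in both cases at a Benjamini-Hochberg adjusted p below 0.1, which are the paper's cutoffs. Normalized counts are TMM-scaled counts on a common library size for all 25 samples. In the sample descriptions, the 100 bp groups share replicate numbers. Deviations from the group means, correlated across genes, had a median Pearson correlation of 0.301 in the 15 pairs of 100 bp samples with the same number and of -0.113 in the 48 pairs with different numbers. In the 50 bp treatments the median was 0.328 in 9 same-numbered pairs and -0.0160 in 45 others. Genes are not independent replicates, so these correlations describe the libraries only. A block for the replicate number, with the pairing taken from the sample descriptions, was therefore fitted beside the unblocked result for the 100 bp groups. The 100 bp wild types are numbered 1, 2 and 5, and *Tc-hh RNAi* alone has a number 4. The block takes up wild type 5 and *Tc-hh RNAi* 4 in full, so wild type and treatments are compared directly only within the numbers 1 and 2, and calls that change under the block rest on these. The 50 bp wild types share no number with the treatments, and no such block was possible there. The files list genes by au2 identifiers only. The identifiers of the targeted genes are not paired with names in the materials used here, and the counts of the targeted genes are not analysed here.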

In order to reveal the respective target gene sets, we knocked down pathway components and identified the genes downregulated in germ rudiments (10-11 h AEL, Fig. 1Aa) by comparing their transcript levels with those in wild-type controls. The Hh pathway was disrupted by *Tc-hh^RNAi^* and Wnt/β-catenin signaling was suppressed by *Tc-arr^RNAi^*. In order to reduce the resulting large candidate gene set for the Wnt pathway, we added *Tc-frizzled1/2^RNAi^* and *Tc-wntless^RNAi^* treatments. *Tc-frizzled1/2^RNAi^* also targets the planar cell polarity (PCP) pathway and *Tc-wntless^RNAi^* affects all Wnt ligand signaling. 

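Of 11260 transcripts tested against the 50 bp wild type, 635 were reduced in *Tc-arr RNAi*, 644 in *Tc-frizzled1/2 RNAi* and 569 in *Tc-wntless RNAi*. The intersect of these 3 treatments held 314 genes, and 174 genes were reduced in *Tc-arr RNAi* only. When only transcripts with at least 10 counts in every 50 bp sample were tested, the intersect held 195 genes, and against the 100 bp wild types, a reference chosen after seeing the data, 649. Across the 12 fits that each left out one 50 bp sample it held between 203 and 371 genes. Raised genes were more numerous than reduced genes in each Wnt treatment, with 1436 in *Tc-arr RNAi*, 1773 in *Tc-frizzled1/2 RNAi* and 1701 in *Tc-wntless RNAi*, and 1170 were raised in all 3. An adjusted p below 0.1 without the fold change cutoff was reached by 7796, 8146 and 8077 transcripts, respectively. TMM assumes that most genes are unchanged, so a part of these calls could come from the scaling. The 50 bp wild types share no replicate number with the treatments. A difference between batches of samples therefore cannot be told apart from the treatments here.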

The intersect of all three Wnt treatments was considered to contain targets of the Wnt/β-catenin pathway. These treatments cannot distinguish between anterior versus posterior target genes of a given pathway. Therefore, we included treatments in which either the head [*Tc-orthodenticle* (*Tc-otd*)*^RNAi^*] or the GZ [*Tc-torso* (*Tc-tor*)*^RNAi^*] *Tc-wg* and *Tc-hh* domains were depleted (Fig. 2C-F) (Schinko et al., 2008; Schoppmeier and Schröder, 2005). This allowed for the identification of head-specific versus GZ-specific target genes. For example, those *Tc-hh* targets that were additionally downregulated in *Tc-tor^RNAi^* but not in *Tc-otd^RNAi^* were considered exclusive posterior targets of Hh signaling (Fig. 2B,F; see Materials and Methods and Fig. 3 for details and controls).

**Fig. 2.**
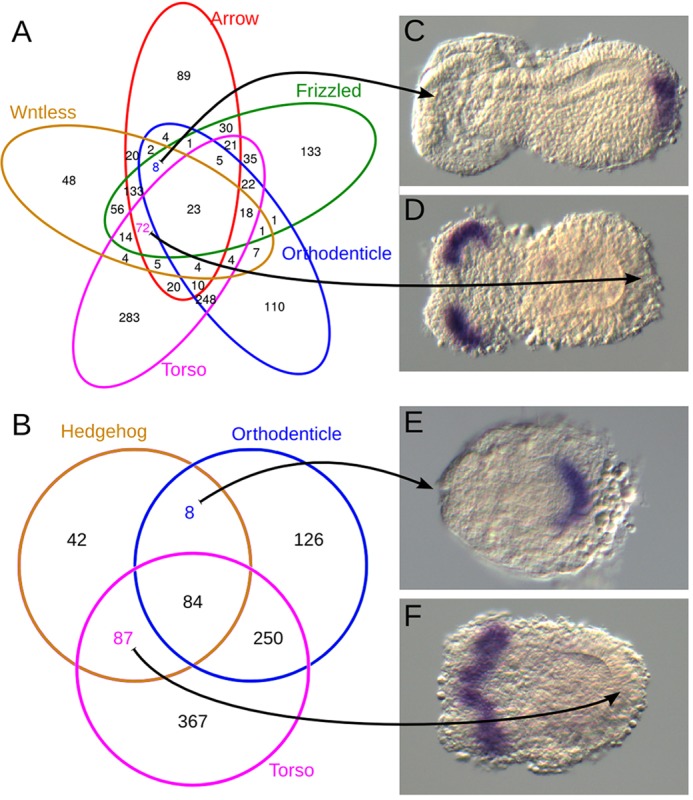
**Region-specific target gene sets identified by RNA-seq after RNAi.** (A,B) Venn diagrams showing the number of downregulated genes in the different RNAi treatments (colored circles) and their intersects. (C-F) In order to distinguish between anterior and posterior target gene sets, the ocular domains were deleted by *Tc-otd^RNAi^* (C,E) and the GZ expression domains were deleted by *Tc-tor^RNAi^* (D,F).

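Against the 100 bp wild type, 527 of 10686 tested transcripts were reduced in *Tc-hh RNAi*, 782 in *Tc-otd RNAi* and 1214 in *Tc-tor RNAi*. With the replicate number as a block, these counts were 653, 887 and 1369. Raised were 516, 632 and 1320 genes, and with the block 590, 740 and 1398. Without the fold change cutoff, 1830, 2215 and 4865 transcripts reached an adjusted p below 0.1, and with the block 2826 in *Tc-hh RNAi*, 6014 in *Tc-tor RNAi* and likewise more than without it in *Tc-otd RNAi*. In all 3 of these treatments 229 genes were reduced (304 with the block), and 6 genes were reduced in all 6 treatments. Of the 314 genes in the intersect of the Wnt treatments, 107 were also reduced in *Tc-tor RNAi* but not in *Tc-otd RNAi*, 13 in *Tc-otd RNAi* but not in *Tc-tor RNAi*, 33 in both and 161 in neither. The reduced gene with the smallest p in each treatment is given here. In *Tc-arr RNAi* it was *elB* (au2.g2544), which fell by 2.36 on the log2 scale, and its transcript was also reduced in 3 other treatments. In *Tc-frizzled1/2 RNAi* a transcript reduced in no other treatment went from 2296 ± 147 normalized counts in the wild type to 475 ± 22.1 (SD, n = 3 and 3), leaving 21.3% at an adjusted p of 5.73e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A transcript reduced only in *Tc-wntless RNAi* went from 3299 ± 110 to 334 ± 50.5 (SD, n = 3 and 3), leaving 10.2% at an adjusted p of 1.04e-08 from the same edgeR test. *Tc-hh RNAi* and *Tc-tor RNAi* had the same transcript in this place, with log2 fold changes of -3.84 and -3.98. It was reduced in 3 treatments, and its lowest log2 fold change in any treatment was -4.23. In *Tc-otd RNAi* another transcript, reduced in 2 treatments, was left at 9.90%. The identifiers of these other transcripts are not paired with names in the materials used here. Whether any of them is a transcript targeted by the dsRNA was therefore not checked. Their values may not be effects on genes downstream of the treatment.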

**Fig. 3.**
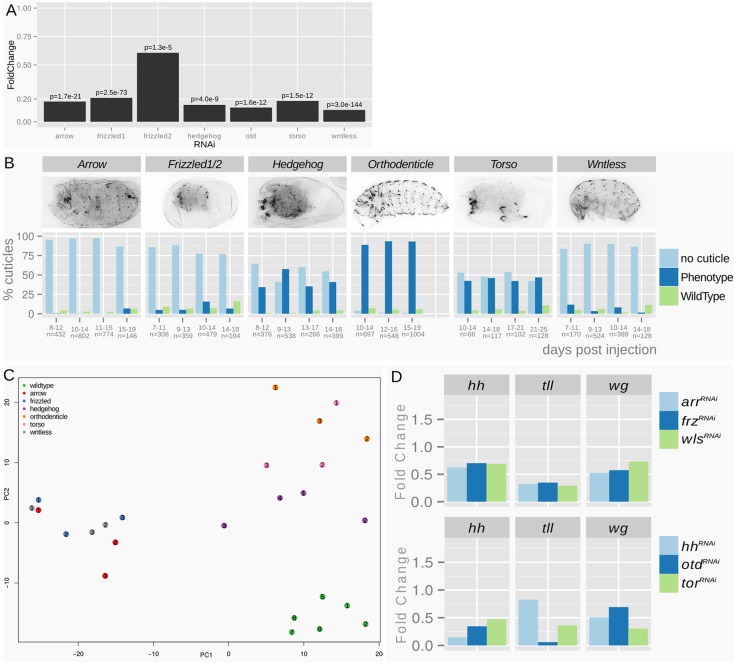
**Quality controls of the RNA-seq experiment.** (A) RNAi treatments resulted in a transcript reduction of 80-90% for the single knockdowns. In the double RNAi, *Tc-frizzled1* is reduced by 80% and *Tc-frizzled2* by 40%. Shown are fold changes of transcript levels compared with the wild type, with Benjamini Hochberg adjusted *P*-values (false discovery rate). (B) Quantitative cuticule phenotype analysis of siblings of the sequenced animals taken from the same batch. The penetrance of the treatment is shown by the high portion of phenotypic animals (‘no cuticle’ phenotypes derive from severely affected animals that stop embryogenesis prior to cuticle formation). Specificity of the treatment is shown by the cuticle analysis, where the expected morphological phenotype was observed. The analysis was repeated on subsequent days showing the persistence of the RNAi effect. (C) PCA of wild-type and knockdown samples confirms clustering of the treatments. (D) Fold change values of target genes with anterior and posterior expression domains. Note that *Tc-hh* is reduced to ∼10% in the Hh pathway knockdown but only to ∼70% in the Wnt pathway knockdowns. Assuming that *Tc-hh* expression is evenly distributed between head and GZ domains and that Wnt knockdown does not interfere with *Tc-hh* head expression, the *Tc-hh* knockdown of the GZ would be to ∼40% of the wild-type expression.

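For the PCA, the paper's settings were applied to the 25 samples. Transcripts with fewer than 500 counts in 2 or more samples were dropped, which left 3667, and the 500 most variable of these were used after DESeq2's variance stabilizing transformation. The first principal component held 44.8% of the variance and the second 24.6%. On the first component the 3 Wnt treatments had mean scores of 17.6 ± 4.07, 16.0 ± 4.79 and 13.5 ± 0.932 (SD, n = 3 each; *Tc-arr RNAi*, *Tc-frizzled1/2 RNAi* and *Tc-wntless RNAi*), against 0.393 ± 4.67 in the 50 bp wild type (SD, n = 3). The difference of 15.3 between the 9 Wnt-treatment samples and these 3 wild types had p = 0.00455 in a two-sided exact permutation test, the smallest p that the 220 splits allow. On the second component the wild types lay at -15.1 ± 3.21 (50 bp) and -15.3 ± 3.97 (100 bp), *Tc-hh RNAi* at -2.97 ± 3.73 (SD, n = 4), *Tc-otd RNAi* at 12.1 ± 1.45 and *Tc-tor RNAi* at 15.2 ± 1.23. Along the first component *Tc-hh RNAi* and *Tc-tor RNAi* were spread widely, with standard deviations of 12.7 and 14.7. In *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi*, replicate 1 had the lowest score of its treatment (-23.3, -19.3 and -25.5). Replicate 3 had the highest (5.78, -8.38 and 3.28), so part of this spread followed the shared replicate number. The 100 bp wild types 1 and 2, at -7.25 and -8.78, did not differ in this way. In 14 of the 25 samples the nearest other sample on the 2 components belonged to the same treatment, counting all wild types as 1 group. Of the other 11, 7 were samples of a Wnt treatment nearest to a sample of another Wnt treatment, 3 were *Tc-otd RNAi* or *Tc-tor RNAi* samples nearest to each other, and 1 was a *Tc-hh RNAi* sample nearest to *Tc-frizzled1/2 RNAi*. All samples of the Wnt treatments had 50 bp reads and all of the other treatments 100 bp reads, so the distance between these groups includes any effect of read length. The wild types of the 2 read lengths, at 0.393 and at -6.87 ± 2.13 (SD, n = 3) on the first component, lay closer together than the Wnt treatments and the means of the other treatments, -12.3 (*Tc-hh RNAi*), -14.7 (*Tc-otd RNAi*) and -9.48 (*Tc-tor RNAi*). Without the count filter the first component held 40.4% of the variance and 9 samples had a nearest neighbour of their own treatment.

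**Figure D1:**
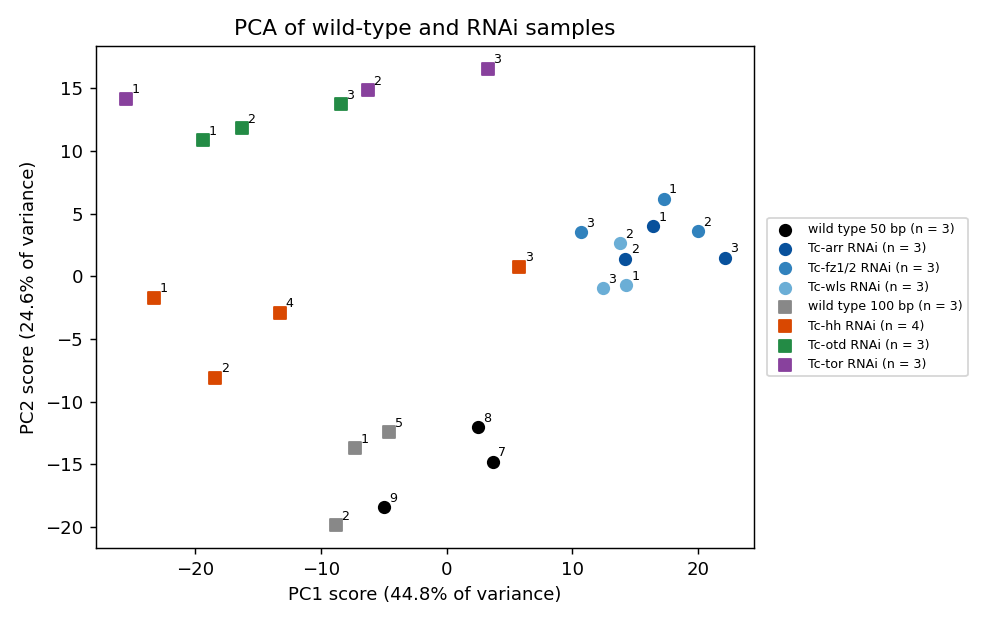
Scores of the 25 samples on the first (x axis, 44.8% of the variance) and second (y axis, 24.6%) principal component of the 500 most variable genes, one point per sample and one colour per treatment or wild type. The 6 wild types lie at the lowest second-component scores, the Wnt treatments at the highest first-component scores, and *Tc-otd RNAi* and *Tc-tor RNAi* at the top.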

Both pathways are thought to predominantly activate gene expression. Therefore, we primarily expected downregulation of highly expressed target genes. Nevertheless, we also checked the upregulated gene sets (supplementary material Table S3) and found that a high portion was expressed at very low levels in the wild type (70/78% of the upregulated posterior Wnt/Hh targets were expressed at low level compared with 8/16% in the respective downregulated gene sets; cutoff: read count <200; supplementary material Fig. S2). Hence, despite significant upregulation, their expression was still low. 

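The raised posterior sets were built by the same rule as the reduced ones, with raised in place of reduced genes. A gene was taken as expressed at low level when its mean normalized count over the 6 wild types was below 200. This held for 102 of the 157 raised posterior Wnt genes, 65.0% (Wilson 95% interval 57.2 to 72.0), and for 17 of the 107 reduced ones, 15.9% (10.2 to 24.0). The shares differed with p = 1.14e-15 in a two-sided Fisher's exact test across genes. In the posterior Hh sets, 75 of 94 raised genes, 79.8% (70.6 to 86.7), and 59 of 155 reduced genes, 38.1% (30.8 to 45.9), were below 200, with p = 7.96e-11 in the same exact test. Genes are not independent replicates, so the intervals and tests cover the counting of genes only. The wild-type counts that set the level also enter the raised and reduced calls. The tests therefore cannot tell a difference in expression level apart from the selection of the genes. Of the 10597 transcripts tested in all 6 comparisons, which include every gene that could enter a Wnt set, 30.2% were below 200. The Hh sets need only the 100 bp comparisons, so this share is no exact background for them. The shares depended on the filter for low counts. With at least 10 counts required in every sample, they were 44.2% and 9.72% in the raised and reduced posterior Wnt sets and 58.0% and 18.6% in the raised and reduced posterior Hh sets. With the replicate block, the low-expressed share of the raised posterior Hh set was 77.8%.

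**Figure D2:**
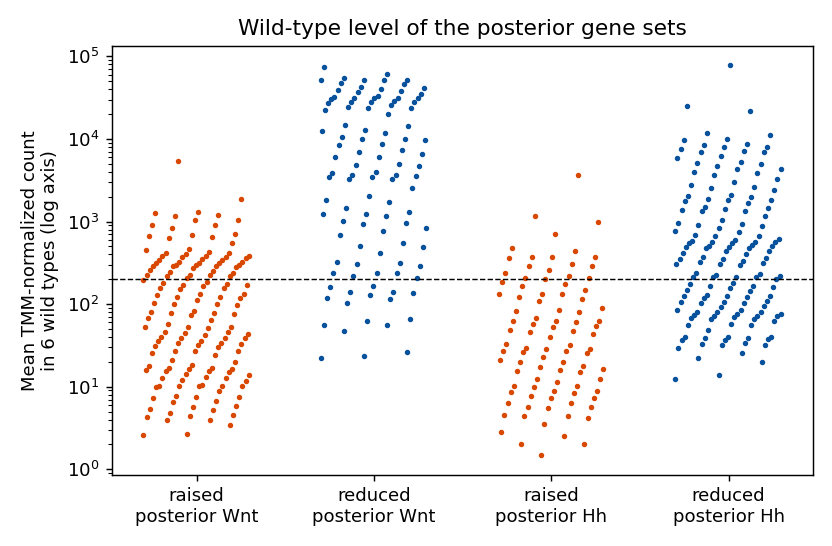
Mean normalized count over the 6 wild types (log axis) of each gene in the raised and reduced posterior Wnt and Hh sets, one point per gene, with a line at 200. Most raised genes lie below the line and most reduced genes above it. In the raised posterior Hh set 1 gene with a wild-type mean of 0 is not drawn.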

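The raised posterior Wnt genes had a median of 65.0 normalized counts in the 50 bp wild type and of 253 in *Tc-arr RNAi*, 268 in *Tc-frizzled1/2 RNAi* and 262 in *Tc-wntless RNAi*. After the treatment 74, 72 and 73 of these 157 genes were still below 200, which is 47.1%, 45.9% and 46.5%. In *Tc-tor RNAi* they rose from a median of 91.4 in the 100 bp wild type to 299, and 70 (44.6%) were still below 200. The raised posterior Hh genes rose from a median of 29.3 in the 100 bp wild type to 103 in *Tc-hh RNAi*, where 60 of 94 (63.8%) were still below 200. In *Tc-tor RNAi* their median was 114, and 56 (59.6%) were still below 200.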

As we did not expect to find significant biological function for such low-level expressed genes and because the pathways are known to predominantly activate gene expression, we focused on the downregulated gene sets in the subsequent analysis.

In order to validate our approach, we performed *in situ* hybridization with a subset of the identified target genes. Owing to our focus on pattern formation, we tested all transcription factors and signaling molecules. In order to potentially identify novel gene functions, we additionally tested all genes without an ortholog in *Drosophila*. However, we excluded genes with very low expression levels (below a normalized count of 200) because they were unlikely to produce a robust signal in an *in situ* hybridization. Twenty-eight of the 72 candidate targets of posterior Wnt signaling met our criteria. This set included seven genes that were already known to be expressed in the GZ in *Tribolium* (*Tc-brachyenteron*, *Tc-caudal*, *Tc-twist*, *Tc-eve*, *Tc-odd*, *Tc-hairy*, *Tc-ladybird*) (Berns et al., 2008; Brown et al., 1994; Cande et al., 2009; Choe et al., 2006; Schulz et al., 1998; Sommer and Tautz, 1993, 1994). 

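The posterior Wnt set held 107 genes in the present calls, and 100 with the replicate block in the 100 bp groups. Of these, 90 had a mean of at least 200 normalized counts over the 6 wild types, with a median of 3982 for the whole set. With all 6 wild types as one reference the set held 162 genes, with only the 2 groups compared in each fit 68, and with one sample left out from 59 to 124. Of the 21 posterior Wnt candidates whose au2 identifiers the paper prints, 20 were in the set. All 21 were reduced in the 3 Wnt treatments and in *Tc-tor RNAi*, with log2 fold changes from -2.51 to -1.08 in *Tc-arr RNAi* and from -2.51 to -1.05 in *Tc-tor RNAi*. The exception was *Irk2* (au2.g12008), which was also reduced in *Tc-otd RNAi* with a log2 fold change of -1.09 (adjusted p = 0.0296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 21 had a wild-type mean below 200, and their median was 1799 normalized counts. The paper kept genes below a normalized count of 200 out of its screen. It drew these candidates, like those of the other sets, from the same data. Their presence in the sets here is therefore no independent support. The 3 genes with highly similar, retrotransposon-related sequences (au2.g1604, au2.g1922 and au2.g12777) had log2 fold changes from -1.39 to -1.29 in *Tc-arr RNAi*, from -1.10 to -1.04 in *Tc-frizzled1/2 RNAi*, from -1.37 to -1.32 in *Tc-wntless RNAi* and from -1.24 to -1.16 in *Tc-tor RNAi*. Their reads could have been split between the 3 sequences by the mapping, so their single values are uncertain.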

Another 21 were examined by *in situ* hybridization and, indeed, 16 of these were specifically expressed in the GZ. The remaining five genes were either not expressed or were expressed ubiquitously (Fig. 4). In total, 23 of 28 genes showed posterior expression (82%). Five out of the eight genes in the anterior Wnt set were examined by *in situ* hybridization. Two were expressed in the head region, two in the anterior extraembryonic tissue, and one gave no signal. One additional gene [*Tc-eyeless* (*Tc-ey*)] was already known to be expressed in the head (Yang et al., 2009). Hence, 83% of the genes examined showed anterior expression. The posterior Hh set comprised 87 genes. 

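In the present calls 155 genes were reduced in *Tc-hh RNAi* and *Tc-tor RNAi* but not in *Tc-otd RNAi*, and 209 with the replicate block. Between 123 and 215 genes were in this set across the 13 fits that each left out one 100 bp sample. Of the 155 genes, 96 had a mean of at least 200 normalized counts over the 6 wild types, and the median was 374. Against the 50 bp in place of the 100 bp wild types, a reference chosen after seeing the data, 71 of the 155 were still reduced in both treatments. A set built anew against this reference held 163 genes, so its size was similar but many of its members differed. Of the 25 posterior Hh candidates whose au2 identifiers the paper prints, 22 were in the set. All 25 were reduced in *Tc-tor RNAi*, with log2 fold changes from -3.49 to -1.09, and 23 in *Tc-hh RNAi*. *IA-2* (au2.g10490) was also reduced in *Tc-otd RNAi*, with a log2 fold change of -1.17 (adjusted p = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *smp-30* (au2.g7984) and au2.g12667 both had a log2 fold change of -1.63 in *Tc-hh RNAi*, but with adjusted p of 0.147 and 0.493 from the same edgeR test. In the fit with the replicate block, *smp-30* had -2.14 in *Tc-hh RNAi* (adjusted p = 0.0687) and -1.78 in *Tc-otd RNAi* (adjusted p = 0.134) by edgeR with Benjamini-Hochberg adjustment, which places it in the set. This depends on the reference. *smp-30* had 284 ± 85.3 normalized counts in the 100 bp but 33.5 ± 7.52 in the 50 bp wild type (SD, n = 3 each). The *Tc-hh RNAi* samples, with 93.2 ± 21.7 (SD, n = 4), thus had a higher mean than the 50 bp wild types.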

We selected 27 candidates for *in situ* hybridization based on the same criteria and, of those, 17 showed posterior expression (63%). Seven out of eight anterior Hh targets were stained but only one showed anterior expression (14%) (Fig. 5). Overall, this demonstrated that our RNA-seq procedure reliably identified region-specific target genes, apart from the anterior Hh set.

**Fig. 4.**
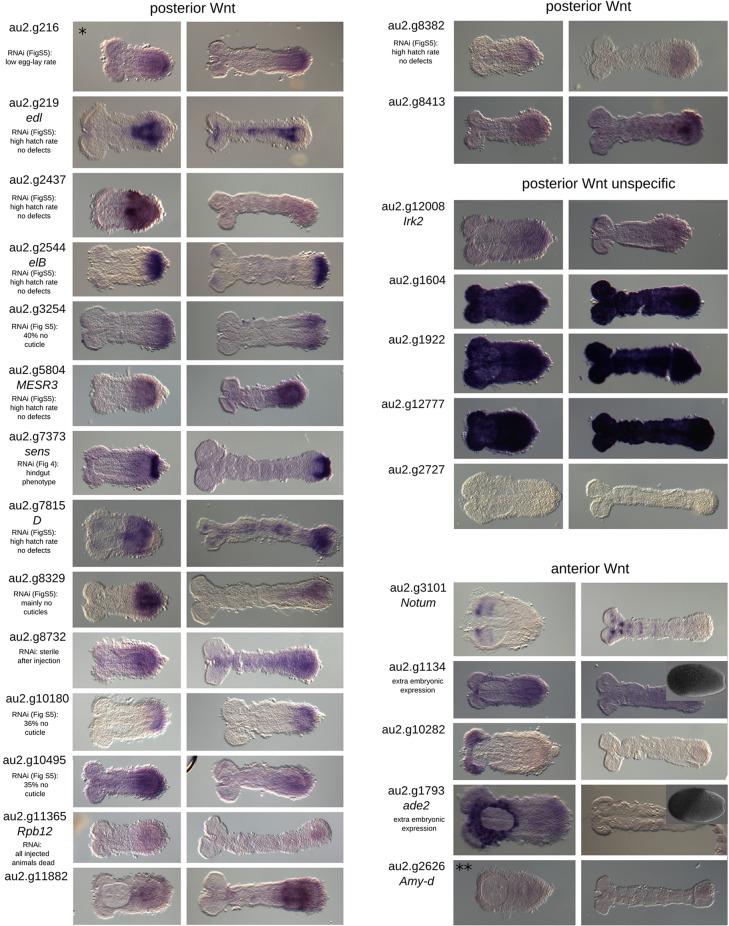
***In situ* hybridization of Wnt target candidates.** Posterior Wnt targets: 23 candidate genes were selected for evaluation in the *in situ* screen. We obtained clones for 21 of them. These included seven genes with a *Drosophila* ortholog or homolog known to be involved in signaling and that are transcription factors. Six of these candidates showed specific posterior expression in the early germ band rudiment. In addition, 14 genes with no *Drosophila* homolog were added to the candidates for the *in situ* screen. Ten showed posterior expression. Three genes with highly similar sequences related to a retrotransposon gave ubiquitous staining and one gene did not stain at all. In summary, of the 28 candidates (seven already published, seven with *Drosophila* homologs and 14 unknown) that we examined, 23 (82%) are expressed at the posterior in *Tribolium.* Gene au2.g216 (asterisk) is an overlapping candidate from both the Wnt and Hh gene sets. Anterior Wnt targets: this gene set contains eight genes. We selected six for the *in situ* screen and obtained clones for five. *Tc-notum* and au2.g10282 are expressed exclusively in the head at this early stage. *Tc-adenosine2* and au2.g1134 are expressed in the extraembryonic region at the anterior. *Tc-amylase distal* showed no expression. *Tc-ey* was known to be expressed in the head. Of the six genes (one published, three with *Drosophila* homologs and two unknown) that we examined, three are localized in the anterior germ band (50%) and two in the anterior extraembryonic region (33%). *Tc-amylase distal* (double asterisk) is an overlapping candidate from both the Wnt and Hh posterior gene sets. Insets show anterior expression at the blastoderm stage.

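The anterior Wnt set held 13 genes in the present calls, 12 with the replicate block, and from 9 to 18 across the 21 fits that each left out one sample of the groups concerned. It held 7 genes when at least 10 counts were required in every sample. Of the 13 genes, 6 had a mean of at least 200 normalized counts over the 6 wild types, and the median was 136. The median log2 fold change of the set was -1.47 in *Tc-arr RNAi*, -1.47 in *Tc-frizzled1/2 RNAi*, -1.51 in *Tc-wntless RNAi*, -1.57 in *Tc-otd RNAi* and -0.82 in *Tc-tor RNAi*. The 5 candidates whose au2 identifiers the paper prints were reduced in the 3 Wnt treatments and in *Tc-otd RNAi*, and 4 of them were in the set. *ade2* (au2.g1793) left it with the replicate block, since its log2 fold change in *Tc-tor RNAi* went from -0.80 to -1.02 (adjusted p = 0.000614 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).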

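*Amy-d* (au2.g2626) had 3198 ± 499 normalized counts in the 50 bp wild type (SD, n = 3), and 1046 ± 77.1, 907 ± 120 and 1014 ± 85.3 in *Tc-arr RNAi*, *Tc-frizzled1/2 RNAi* and *Tc-wntless RNAi* (SD, n = 3 each). The log2 fold change in *Tc-arr RNAi* was -1.63 (standard error 0.12, adjusted p = 6.38e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From 1705 ± 231 in the 100 bp wild type (SD, n = 3) the count went to 163 ± 26.1 in *Tc-otd RNAi* (n = 3), 819 ± 36.9 in *Tc-tor RNAi* (n = 3) and 722 ± 107 in *Tc-hh RNAi* (n = 4). The log2 fold changes were -3.40 in *Tc-otd RNAi* (standard error 0.20, adjusted p = 2.35e-07), -1.04 in *Tc-tor RNAi* (standard error 0.18, adjusted p = 0.000715) and -1.24 in *Tc-hh RNAi* (standard error 0.17, adjusted p = 0.000539), all from the same edgeR test. With the replicate block they were -3.48, -1.12 and -1.32. *Amy-d* was thus reduced in all 6 treatments and in neither the anterior nor the posterior sets. The call in *Tc-tor RNAi* was lost in 3 of the 6 fits that each left out one sample, and also with RLE normalization (log2 fold change -0.99), DESeq2's Wald test (-0.99), no filter (-0.96) and only the 2 groups compared in the fit (-0.94). Its wild-type counts differed between the read lengths, and in *Tc-arr RNAi* the log2 fold change against the 100 bp wild types, a reference chosen after seeing the data, was -0.76. Across all settings, the wild type of the other read length included, it lay between -1.94 and -0.92 in *Tc-tor RNAi*. In *Tc-otd RNAi* it lay between -4.30 and -3.20.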

**Fig. 5.**
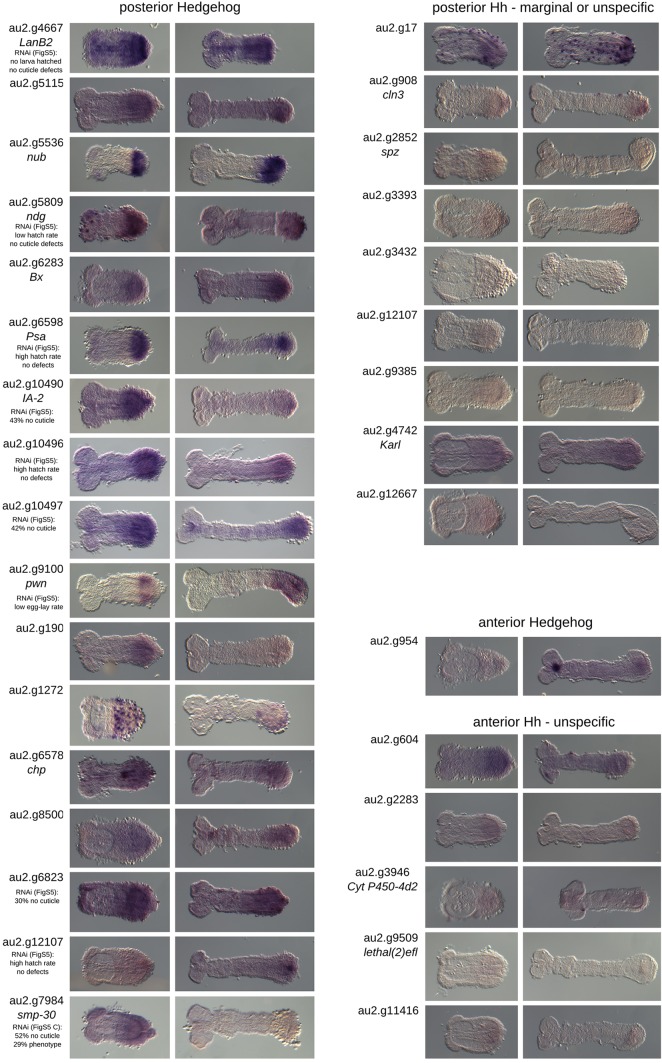
***In situ* hybridizations of candidate Hh targets.** Posterior Hh candidates: 27 genes were selected for the *in situ* screen, including 12 with a homologous gene in *Drosophila* and 15 without. Among the genes with a homolog, nine showed posterior expression. In the group of unknown genes, eight were expressed in posterior regions. In summary, we looked at 27 genes with 17 showing posterior expression (63%). Anterior Hh candidates: this set contains eight genes. Three had a homologous gene in *Drosophila.* We used seven in the *in situ* screen with only one showing anterior expression.

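In the present calls the anterior Hh set held 22 genes, and 26 with the replicate block. It varied from 12 to 44 genes across the 13 fits that each left out one 100 bp sample, and held 12 when at least 10 counts were required in every sample. Only 3 of the 22 genes had a mean of at least 200 normalized counts over the 6 wild types, and the median was 74.9. The paper prints au2 identifiers for 6 candidates, of which all 6 were reduced in *Tc-hh RNAi* and 3 were in the set. Of the other 3, au2.g604 and au2.g11416 were also reduced in *Tc-tor RNAi*, with log2 fold changes of -1.01 and -1.03 (adjusted p = 0.00407 and 0.00347 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and au2.g954 did not reach the fold change cutoff in *Tc-otd RNAi*. Under the replicate block au2.g954 joined the set, and *lethal(2)efl* (au2.g9509) left it with an adjusted p of 0.116 in *Tc-hh RNAi* (edgeR with Benjamini-Hochberg adjustment).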

### Distinct target gene sets of Hh and Wnt in the GZ

We found only a few target genes for the putative head signaling center. 

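The anterior sets held 13 (Wnt) and 22 (Hh) genes, against 107 and 155 in the posterior sets, and 12 and 26 against 100 and 209 with the replicate block. Another 33 of the 314 genes reduced in all 3 Wnt treatments were reduced in both *Tc-otd RNAi* and *Tc-tor RNAi*, and so entered neither regional set. The expression of the anterior genes was low in the wild type, with medians of 136 and 74.9 normalized counts against 3982 and 374 in the posterior sets. In the anterior Hh set the median log2 fold change was -1.29 in *Tc-hh RNAi*, -1.75 in *Tc-otd RNAi* and -0.84 in *Tc-tor RNAi*, and 0.10, 0.37 and 0.38 in *Tc-arr RNAi*, *Tc-frizzled1/2 RNAi* and *Tc-wntless RNAi*.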

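*Notum* (au2.g3101) had 2097 ± 108 normalized counts in the 50 bp wild type, 892 ± 18.5 in *Tc-arr RNAi*, 959 ± 148 in *Tc-frizzled1/2 RNAi* and 806 ± 46.1 in *Tc-wntless RNAi* (SD, n = 3 each). These are log2 fold changes of -1.25 (standard error 0.0909, adjusted p = 6.54e-07), -1.09 (standard error 0.0897, adjusted p = 1.23e-06) and -1.37 (standard error 0.0907, adjusted p = 4.11e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *Tc-otd RNAi* it had 1079 ± 160 against 2408 ± 445 in the 100 bp wild type (SD, n = 3 each), a log2 fold change of -1.16 (standard error 0.22, adjusted p = 0.0027 from the same edgeR test), and -1.16 with the replicate block. The 100 bp wild types spread from 2006 to 2886, and replicate 2 had the highest of the 6 wild-type counts. The reduction in *Tc-tor RNAi*, of -0.61 on the log2 scale (adjusted p = 0.0398, same edgeR test), was below the fold change cutoff, which places the gene in the anterior Wnt set. The log2 fold change in *Tc-hh RNAi* was -0.98 (adjusted p = 0.00734 by edgeR with Benjamini-Hochberg adjustment). With each sample left out in turn, the log2 fold change in *Tc-otd RNAi* lay between -1.28 and -0.99, and 1 of the 6 fits did not reach the cutoff. Against the 50 bp wild types, a reference chosen after seeing the data, it was -0.95.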

*Tc-notum* (a negative Wnt regulator) was found in the Wnt set as well as *Tc-ey*, in line with its known expression overlapping the *Tc-wg* domain (Giráldez et al., 2002; Yang et al., 2009). In the Hh set only au2.g954 showed specific anterior expression. 

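The count of au2.g954 was 6825 ± 400 in the 100 bp wild type (SD, n = 3) and 3331, 3081, 4110 and 2960 normalized counts in the 4 *Tc-hh RNAi* samples, a log2 fold change of -1.02 (standard error 0.14, adjusted p = 0.000539 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Tc-otd RNAi* it was 3479 ± 257 (SD, n = 3), a log2 fold change of -0.97 (standard error 0.15, adjusted p = 0.000577 from the same edgeR test), which is short of the fold change cutoff. With the replicate block the log2 fold changes were -1.05 and -1.06, and both passed. In *Tc-tor RNAi* the log2 fold change was -0.52 (adjusted p = 0.0139 from edgeR with Benjamini-Hochberg adjustment). In *Tc-hh RNAi* the value lay between -1.07 and -0.96 across the 7 fits that each left out one sample, and 3 of them did not reach the cutoff. Nor did it with no filter (-0.97), all 6 wild types as one reference (-0.89), the 100 bp groups without replicate 1 (-0.96) or, chosen after seeing the data, the 50 bp wild types as reference (-0.73). The Wnt treatments left the gene at log2 fold changes of -0.09, 0.32 and 0.09.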

As such a low number of targets was unexpected, we analyzed the individual read counts of candidate target genes in order to test whether these genes were missed in either treatment because they are synergistically regulated (supplementary material Fig. S3B). *Tc-lim1*, *Tc-otd1* and *Tc-ems* were not activated by either pathway. *Tc-sloppy paired 1* (*Tc-slp1*) and *Tc-ey* were regulated by both pathways indicating synergistic activation. However, two genes appeared to be regulated by Wnt but did not quite reach our conservative cutoff: *Tc-gsc* and *Tc-toy*. One further gene, *Tc-tll*, was sufficiently downregulated in the Wnt treatments to pass the cutoff. However, *Tc-tll* is expressed in both the head and GZ and, hence, is reduced in both *Tc-otd* and *Tc-tor* RNAi; therefore, it was neither part of the anterior-specific nor the posterior-specific gene sets. We confirmed regulation of *Tc-gsc* by Wnt and *Tc-ey* by both pathways (supplementary material Fig. S4) and regulation of *Tc-lim1*, *Tc-otd1* and *Tc-ems* by neither pathway by staining for their expression in knockdown embryos (supplementary material Fig. S5).

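The posterior Wnt set held 107 genes and the posterior Hh set 155, and 100 and 209 with the replicate block. Across the fits that each left out one sample, the posterior Wnt set ranged from 59 to 124 genes and the posterior Hh set from 123 to 215. The median log2 fold change of the posterior Wnt set was -1.31 in *Tc-arr RNAi*, -1.43 in *Tc-frizzled1/2 RNAi*, -1.29 in *Tc-wntless RNAi*, -1.21 in *Tc-tor RNAi*, -0.36 in *Tc-hh RNAi* and -0.34 in *Tc-otd RNAi*. In the posterior Hh set it was -1.51 in *Tc-hh RNAi*, -1.37 in *Tc-tor RNAi*, -0.62 in *Tc-otd RNAi*, -0.32 in *Tc-arr RNAi*, -0.33 in *Tc-frizzled1/2 RNAi* and -0.09 in *Tc-wntless RNAi*. The sets were chosen by the calls in their defining treatments, so only the values in the remaining treatments are free to vary, and the rule against *Tc-otd RNAi* limits that treatment too.

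**Figure D3:**
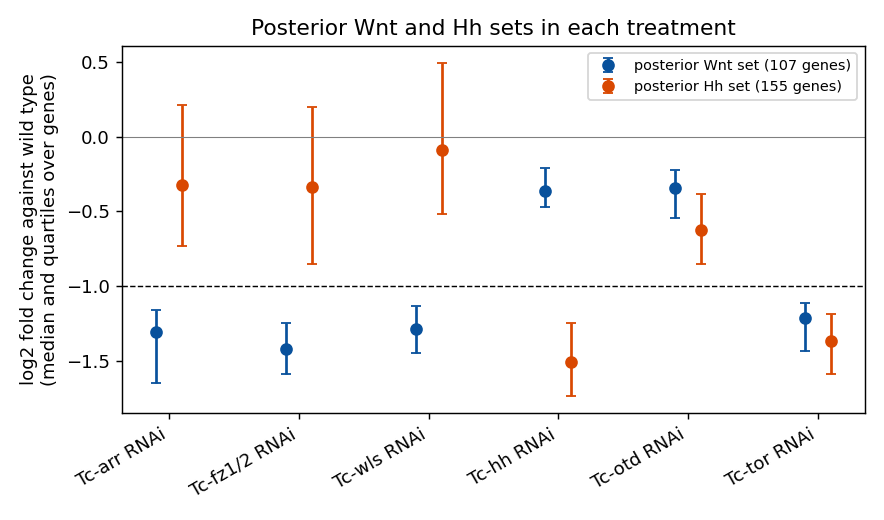
Median log2 fold change against the wild type of the same read length (y axis) for the genes of each target set in each of the 6 treatments, with bars from the lower to the upper quartile of the genes. The posterior Wnt genes have medians between -1.43 and -1.21 in the Wnt treatments and *Tc-tor RNAi* and -0.36 in *Tc-hh RNAi*, and the posterior Hh genes have medians of -1.51 in *Tc-hh RNAi* and between -0.33 and -0.09 in the Wnt treatments.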

In the GZ, a similar number of targets was found for both pathways (Fig. 2). These gene sets were non-overlapping, apart from three genes (au2.g216, *Tc-SpdS*, au2.g2727; see gene IDs in supplementary material Tables S2 and S3)*.* Given that *Tc-hh* was activated by Wnt/β-catenin signaling in the GZ (see above), we had expected the Hh targets to be a subset of the Wnt target set. However, it is possible that the indirect knockdown of *Tc-hh* via *Tc-arr^RNAi^* was not efficient enough to knock down Hh target genes to the same degree as in the direct knockdown. Indeed, *Tc-hh* expression is knocked down to 10% in the *Tc-hh* RNAi treatment but to only 70% in the Wnt treatments (Fig. 3D). 

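In the present calls 7 genes were in both posterior sets, 4.52% of the 155 posterior Hh genes, and 6 among 209 with the replicate block. With all 6 wild types as one reference the overlap was 41 genes, and across the 25 fits that each left out one sample it was 2 to 10. The overlap includes au2.g216 and au2.g2727. *Tc-SpdS* is not paired with an identifier in the materials used here and was not analysed. In the 50 bp wild type au2.g216 had 3948 ± 576 normalized counts, against 890 ± 54.2 in *Tc-arr RNAi* (SD, n = 3 each), a log2 fold change of -2.17 (standard error 0.15, adjusted p = 3.95e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 100 bp wild type it had 2652 ± 294 (SD, n = 3), and 888, 1258, 1455 and 1646 in the 4 *Tc-hh RNAi* samples, a log2 fold change of -1.02 (standard error 0.25, adjusted p = 0.0191 from the same edgeR test). Its log2 fold change in *Tc-tor RNAi* was -1.11 (adjusted p = 0.00645) and in *Tc-otd RNAi* -0.71 (adjusted p = 0.0993), by edgeR with Benjamini-Hochberg adjustment. The second gene, au2.g2727, went from 1822 ± 154 in the 50 bp wild type to 492 ± 40.2 in *Tc-arr RNAi* (SD, n = 3 each), a log2 fold change of -1.91 (standard error 0.14, adjusted p = 7.23e-07 by edgeR with the same adjustment). From 1090 ± 244 in the 100 bp wild type (SD, n = 3) it went to 521 ± 164 in *Tc-hh RNAi* (SD, n = 4), a log2 fold change of -1.06 (standard error 0.35, adjusted p = 0.0708 by edgeR with the same adjustment). With the replicate block the log2 fold changes in *Tc-hh RNAi* were -1.31 (au2.g216) and -1.40 (au2.g2727). Both calls in *Tc-hh RNAi* were lost in 4 of the 7 fits that each left out one sample and in the 100 bp groups without replicate 1 (log2 fold changes -0.83 and -0.92). That of au2.g216 was also lost with no filter (-0.98) and with only the 2 groups compared (just short of the cutoff), and that of au2.g2727 at an adjusted p below 0.05. Against the 50 bp wild types, in which both counts were higher, the log2 fold changes in *Tc-hh RNAi* were -1.58 (au2.g216) and -1.80 (au2.g2727). This reference was chosen after seeing the data.

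**Figure D4:**
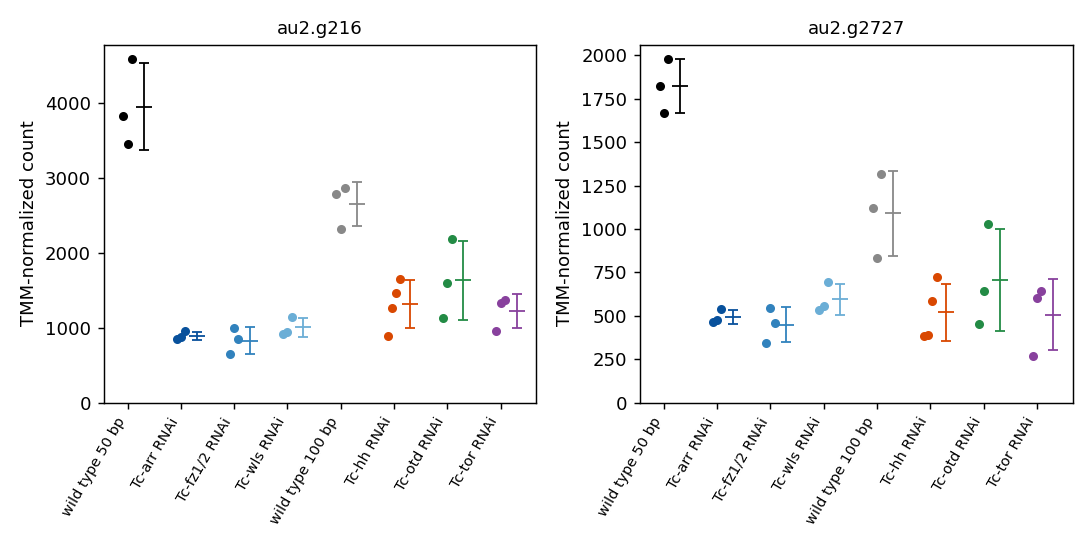
Normalized counts of au2.g216 and au2.g2727 (y axis) in each sample of the 8 groups, one point per sample, with the mean and standard deviation of each group (n = 3, and n = 4 for *Tc-hh RNAi*). For au2.g216, the 3 Wnt treatments have means between 826 and 1002 against 3948 in the 50 bp wild type, and *Tc-hh RNAi* has 1312 against 2652 in the 100 bp wild type.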

In order to further test this assumption, we released the cutoff for the fold change in the Wnt treatment from 0.5 to 0.7. This indeed led to 39 (44%) of the *Tc-hh* target genes appearing in the Wnt target gene set, supporting our hypothesis. 

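With the cutoff in the Wnt treatments released to a fold change of 0.7 and the adjusted p cutoff kept, 1680 genes were reduced in all 3 Wnt treatments. Of the 155 posterior Hh genes, 32 were among them, which is 20.6%. With the replicate block it was 40 of 209 genes, 19.1%. Without the p cutoff the number was 32 as well. Taking all 6 wild types as one reference, it was 73 of 214 genes, 34.1%. Across the 25 fits that each left out one sample, it lay between 24 and 47. The paper reasons that the Hh targets were expected to be a subset of the Wnt targets because *Tc-hh* is activated by Wnt/β-catenin signaling in the GZ, and that the indirect knockdown of *Tc-hh* in *Tc-arr RNAi* could be too weak to bring them below the original cutoff. The paper releases the cutoff to test this assumption. A background is needed to read this share. With the posterior Wnt set left out, 25 of 146 tested posterior Hh genes passed (17.1%). Of the genes reduced in *Tc-tor RNAi* but in neither *Tc-otd RNAi* nor *Tc-hh RNAi*, 141 of 399 passed (35.3%). This comparison may be biased against the posterior Hh genes. The share by itself therefore does not tell whether the indirect knockdown of *Tc-hh* was too weak.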

In line with the overall correct segmentation of *Tc-hh^RNAi^* embryos (Farzana and Brown, 2008), only a single putative segmentation gene was found: *Tc-sloppy paired 2.* This gene has not been studied before and is a paralog of *Tc-slp1*, which is a secondary pair-rule gene (Choe and Brown, 2007; Maderspacher et al., 1998). Four genes were likely to be involved in signaling across cell membranes: *roadkill* (Hh), *cln3* (Notch, JNK), *CG10960* (Jak/Stat) and *Tc-spz1*, which is a member of the spätzle family (Toll) (Kent et al., 2006; Morisato and Anderson, 1994; Müller et al., 2005; Tuxworth et al., 2009). 

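Of the named signaling genes, *cln3* (au2.g908) and *spz* (au2.g2852) could be followed by the identifiers that the paper prints. *spz* had 3856 ± 655 normalized counts in the 100 bp wild type (SD, n = 3) and 1551, 976, 1592 and 1350 in the 4 *Tc-hh RNAi* samples. The log2 fold change was -1.49 (standard error 0.19, adjusted p = 0.000379 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Tc-tor RNAi* it was -1.39 (adjusted p = 0.000242) and in *Tc-otd RNAi* -0.78 (adjusted p = 0.019), from the same edgeR test. *cln3* had 504 ± 57.1 in the 100 bp wild type (SD, n = 3) and 173, 227, 255 and 234 in the *Tc-hh RNAi* samples, a log2 fold change of -1.19 (standard error 0.20, adjusted p = 0.00258 from the same edgeR test). It was -1.14 in *Tc-tor RNAi* (adjusted p = 0.00152) and -0.47 in *Tc-otd RNAi* (adjusted p = 0.175), by edgeR with Benjamini-Hochberg adjustment. With the replicate block, the log2 fold changes in *Tc-hh RNAi* were -1.47 for *spz* and -1.37 for *cln3*. Every *Tc-hh RNAi* sample lay below every wild-type sample for both genes, and both kept their call in the 7 fits that each left out one sample. In the Wnt treatments the log2 fold changes of *spz* were -0.50, -0.63 and -0.40, and those of *cln3* -0.70, -0.60 and -0.38.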

Interestingly, eight genes predicted to act as peptidases or peptidase inhibitors (*CG5618*, *CG5639*, *CG32473*, *Jonah65Aiii*, *Puromycin sensitive peptidase*, *calpainB*, *Serpin42Da*, *fat spondin*) were found (compared with none in the Wnt set) (Gelbart et al., 1997; Jékely and Friedrich, 1999). 

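Among the peptidases and inhibitors, the paper prints an au2 identifier for *Puromycin sensitive peptidase* (*Psa*, au2.g6598). It had 3905 ± 470 normalized counts in the 100 bp wild type (SD, n = 3) and 1502, 2077, 2211 and 1731 in the 4 *Tc-hh RNAi* samples, a log2 fold change of -1.06 (standard error 0.16, adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.13 with the replicate block. In *Tc-tor RNAi* it was -1.51 (standard error 0.17, adjusted p = 4.21e-05) and in *Tc-otd RNAi* -0.46 (standard error 0.17, adjusted p = 0.0858), from the same edgeR test. The call in *Tc-hh RNAi* was lost in 2 of the 7 fits that each left out one sample, with all 6 wild types as one reference (-0.70) and in the 100 bp groups without replicate 1 (-0.98). The 50 bp wild types had 2189 ± 47.7 (SD, n = 3), and against them the log2 fold change in *Tc-hh RNAi* was -0.21 (adjusted p = 0.316 by edgeR with Benjamini-Hochberg adjustment, a reference chosen after seeing the data). In the Wnt treatments the log2 fold changes were -0.73, -0.39 and -0.22. The other genes of this group are not paired with identifiers in the materials used here and were not analysed.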

GO term analysis revealed no significantly enriched terms.

In the GZ gene set regulated by the Wnt pathway we found 21 ribosomal genes (whereas none was found in the Hh set). 

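*elB* (au2.g2544) had 3968 ± 136 normalized counts in the 50 bp wild type, 786 ± 23.2 in *Tc-arr RNAi*, 949 ± 78.7 in *Tc-frizzled1/2 RNAi* and 1471 ± 60.7 in *Tc-wntless RNAi* (SD, n = 3 each). These are log2 fold changes of -2.36 (standard error 0.0812, adjusted p = 5.19e-09), -2.02 (standard error 0.0795, adjusted p = 1.75e-08) and -1.42 (standard error 0.0780, adjusted p = 1.5e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *Tc-tor RNAi* its log2 fold change was -1.86 (adjusted p = 0.000366 from the same edgeR test), and -1.99 with the replicate block. *edl* (au2.g219) went from 1233 ± 97.0 in the 50 bp wild type to 593 ± 74.5 in *Tc-arr RNAi* (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.0965, adjusted p = 2.35e-06 by edgeR with Benjamini-Hochberg adjustment), and to -1.15 and -1.05 in the other Wnt treatments and -1.62 in *Tc-tor RNAi*. In 2 of the 6 fits that each left out one sample, *edl* did not reach the cutoff in *Tc-arr RNAi*. *MESR3* (au2.g5804) had 1149 ± 104 in the 50 bp wild type and 469 ± 28.4 in *Tc-arr RNAi* (SD, n = 3 each), with log2 fold changes of -1.31, -1.26 and -1.34 in the 3 Wnt treatments and -1.14 in *Tc-tor RNAi*. Its count in the 100 bp wild type was 696 ± 126 (SD, n = 3), and against these samples, a reference chosen after seeing the data, the log2 fold change in *Tc-arr RNAi* was -0.62. With all 6 wild types as one reference it was -0.98, also short of the cutoff. None of the 3 genes was reduced in *Tc-hh RNAi* or *Tc-otd RNAi*, with log2 fold changes between -0.59 and 0.08.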

Several genes were involved in signaling pathways: *Tc-cAMP dependent PK1* (Hh), *elbowB* (Notch), *ETS-domain lacking* and *Misexpression suppressor of ras3* (Ras) (Baker et al., 2001; Huang and Rubin, 2000; Luque and Milán, 2007; Wang and Holmgren, 2000). Confirming previous results, we found *Tc-eve* (Beermann et al., 2011; Bolognesi et al., 2008; Bolognesi et al., 2009), but we also identified several additional posterior patterning genes to be Wnt/β-catenin targets: *Tc-caudal* and the pair-rule genes *Tc-odd* and *Tc-hairy* (Choe et al., 2006; Copf et al., 2004*;* Schulz et al., 1998; Sommer and Tautz, 1993). Further, we found *Tc-dichaete*, which in *Drosophila*, besides its role in neurogenesis and hindgut formation, is involved as an accessory factor in pair-rule gene regulation (Russell et al., 1996). The mesodermal genes *Tc-twist* (Sommer and Tautz, 1994) and *Tc-ladybird* (Cande et al., 2009; Jagla et al., 1997) were also found. 

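*D* (*Tc-dichaete*, au2.g7815) had 4866 ± 209 normalized counts in the 50 bp wild type, 1560 ± 209 in *Tc-arr RNAi*, 1853 ± 201 in *Tc-frizzled1/2 RNAi* and 2088 ± 66.2 in *Tc-wntless RNAi* (SD, n = 3 each). The log2 fold changes were -1.66 (standard error 0.12, adjusted p = 5.8e-07), -1.35 (standard error 0.12, adjusted p = 1.6e-06) and -1.21 (standard error 0.12, adjusted p = 3.72e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *sens* (*Tc-sens*, au2.g7373) had 659 ± 70.6 in the 50 bp wild type, and 117 ± 21.8, 157 ± 15.8 and 244 ± 12.0 in the same order (SD, n = 3 each). Its log2 fold changes were -2.51 (standard error 0.15, adjusted p = 2.35e-07), -2.02 (standard error 0.15, adjusted p = 6.41e-07) and -1.42 (standard error 0.15, adjusted p = 6.15e-06) from the same edgeR test. In *Tc-tor RNAi* *D* went from 4779 ± 884 in the 100 bp wild type to 1764 ± 270 and *sens* from 357 ± 47.1 to 62.3 ± 11.4 (SD, n = 3 each). These are log2 fold changes of -1.43 (adjusted p = 0.000747) and -2.51 (adjusted p = 8.57e-05) by edgeR with Benjamini-Hochberg adjustment, and -1.39 and -2.65 with the replicate block. Neither gene was reduced in *Tc-hh RNAi*, where the log2 fold changes were 0.24 (*D*) and 0.12 (*sens*), or in *Tc-otd RNAi*, where they were -0.31 and -0.02. Both calls in *Tc-arr RNAi* held in the 6 fits that each left out one sample, with the log2 fold change of *sens* between -2.67 and -2.37. *Tc-brachyenteron* is not paired with an identifier in the materials used here and was not analysed.

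**Figure D5:**
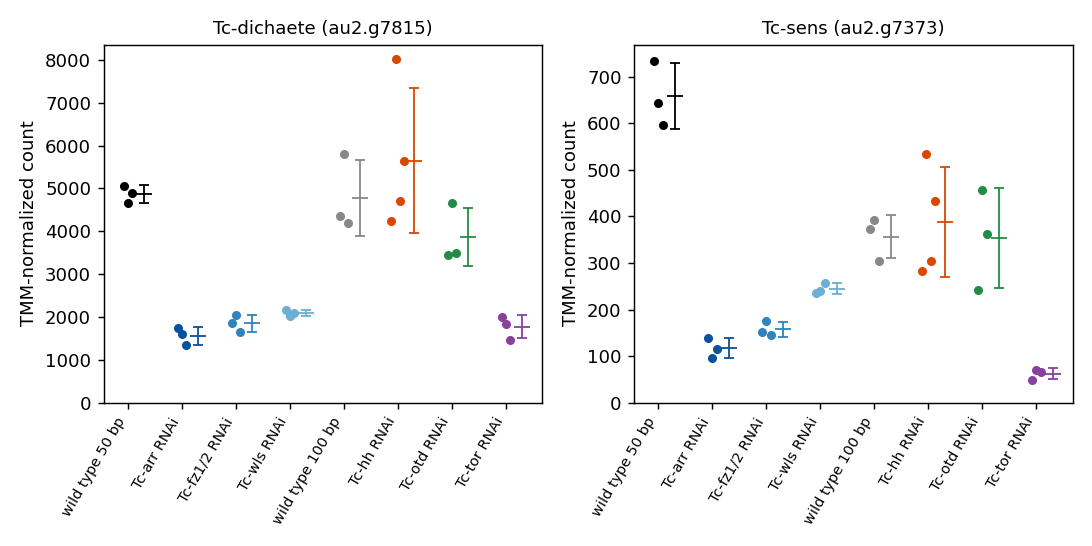
Normalized counts of *D* (au2.g7815) and *sens* (au2.g7373) (y axis) in each sample of the 8 groups, one point per sample, with the mean and standard deviation of each group (n = 3, and n = 4 for *Tc-hh RNAi*). The samples of the 3 Wnt treatments and of *Tc-tor RNAi* lie below all wild types of the same read length.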

Unexpectedly for this early embryonic stage, we found two genes with a known function in *Drosophila* hindgut formation: *Tc-brachyenteron* and *Tc-dichaete* (Berns et al., 2008; Sánchez-Soriano and Russell, 2000; Singer et al., 1996) and we identify *Tc-sens* as a novel player in gut development (see below). GO enrichment analysis using the *Drosophila* annotations included biological processes related to gastrulation, hindgut morphogenesis and transcription as well as biosynthesis and mitosis (supplementary material Table S1). EdU staining of elongating embryos confirmed enhanced cell division in the GZ at elongating stages in 15 out of 39 (38%) EdU-injected embryos (Fig. 6E,F). We do not detect much cell division at germ rudiment stages (not shown). This is in line with previous findings based on counting of cell divisions (Sarrazin et al., 2012).

**Fig. 6.**
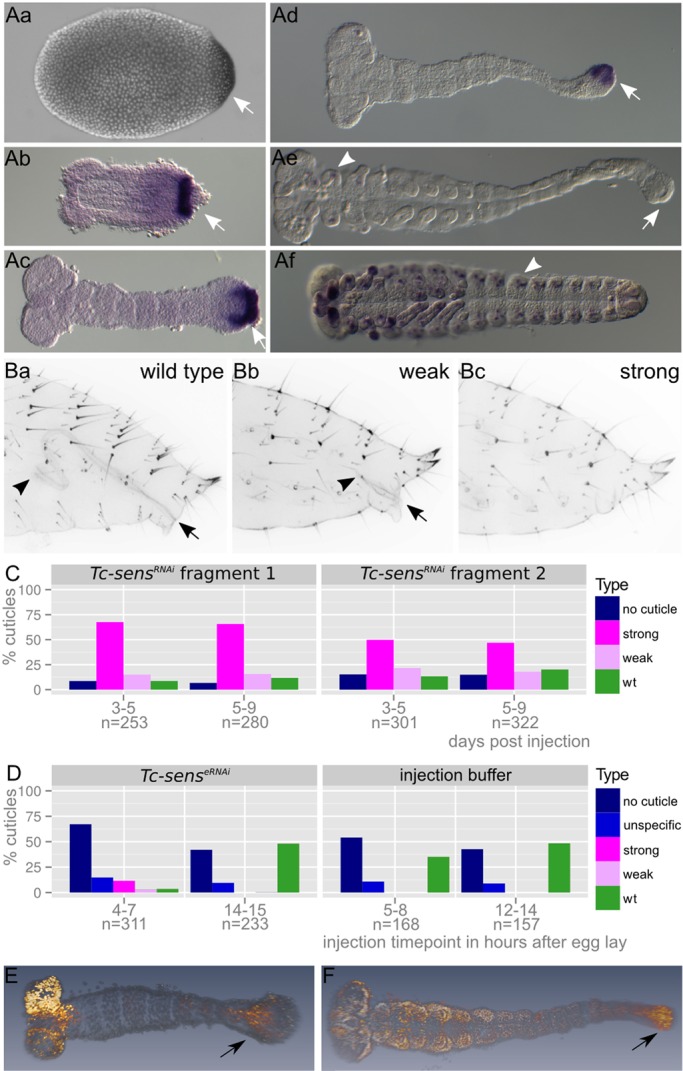
***Tc-sens* is required in germ rudiments for hindgut development.** (A) Expression of *Tc-sens* starts at the posterior pole in undifferentiated blastoderm embryos and is maintained in the GZ throughout elongation (arrows in Aa-d). During germ band retraction the posterior expression vanishes (arrow in Ae) and arises *de novo* in putative PNS precursors (arrowheads in Ae,f). (B) *Tc-sens^RNAi^* cuticle phenotype. Arrow and arrowhead mark extremes of hindgut. Weak phenotypes (Bb) show a shortened hindgut compared with wild type (Ba), while strong phenotypes lack the hindgut altogether (Bc). (C) Quantitation of phenotype classes in experiments with two non-overlapping dsRNA fragments. (D) Embryonic RNAi reproduced the parental RNAi phenotype when injected at 4-7 h AEL. Later injection (14-15 h AEL) did not elicit the hindgut phenotype, indicating an early essential function of *Tc-sens* in the GZ. The large proportion of ‘no cuticle’ and ‘unspecific’ phenotypes is due to artifacts of embryonic injection. (E,F) EdU cell proliferation assay in elongating (E) and elongated (F) germ bands. Proliferating cells are in orange (Alexa 488), nuclei are in gray (Hoechst 33342). The arrows indicate EdU marked cells in the GZ.

### RNAi of selected candidate genes

The GZ gene sets included many posterior segmentation and hindgut formation genes. We searched for novel posterior patterning genes by knocking down selected genes specifically expressed in the GZ, including 13 from posterior Wnt targets, ten from posterior Hh targets and one gene found in both sets (supplementary material Fig. S6). Eight genes led to empty egg phenotypes, indicating strong early defects that lead to abortion of development prior to cuticle secretion (>30%, au2.g3254, au2.g6823, au2.g7815/*dichaete*, au2.g8329, au2.g10180, au2.g10490*/IA-2 ortholog*, au2.g10495, au2.g10497). Three genes led to low fertility or sterility (au2.g216, au2.g8732, au2.g9100/*pawn*). Two RNAis resulted in a very low hatch rate but without apparent cuticle defects (au2.g4667/*laminin B2*, au2.g5809/*nidogen*), in one treatment all injected animals died (au2.g11365/*Rpb12*) and one gene (au2.g7984/*senescence marker protein-30*) led to severe cuticle defects in which segments were malformed or missing and the bristle pattern was disturbed (supplementary material Fig. S6C).

### *Tc-sens* is required in early germ bands for hindgut formation

Unexpectedly, we found *Tc-sens* to be required for hindgut development (see supplementary material Fig. S7 for phylogenetic analysis). *Tc-sens* expression started at the posterior pole in blastoderm embryos. In early and elongating germ bands it was expressed in the GZ. Later, during germ band retraction, expression was lost in the GZ but started to arise in lateral spots, probably corresponding to the expression in the PNS observed in *Drosophila* (Nolo et al., 2000) (Fig. 6Aa-f). The first instar larval cuticles showed no defects after adult RNAi but the hindgut was missing or highly reduced (Fig. 6B,C). Morphologically, the hindgut becomes specified at a considerably later stage than that investigated here, raising the question of whether *Tc-sens* expression is required at the germ rudiment stage or later. For this reason we performed staged embryonic RNAi. Injections into early blastoderm stages (4-7 h AEL) interfered with gut formation, whereas injection into elongating embryos (14-15 h AEL, similar to the stage in Fig. 6Ac) did not elicit the gut phenotype (Fig. 6D). Apparently, *Tc-sens* is required early in the GZ for the specification of the hindgut anlage long before visible hindgut formation at the elongated germ band stage.

## DISCUSSION

### Complementary cross-regulation of Wnt and Hh pathways in head and trunk

The signaling centers that we investigated were predicted to play crucial roles in early patterning owing to their early onset of expression in a fully cellularized embryo. Importantly, the respective expression patterns differ from those in *Drosophila* but are similar to those in the hemimetabolous insect *G. bimaculatus* (Miyawaki et al., 2004), indicating that our results reflect the ancestral condition. We found a complementary cross-regulation of Wnt/β-catenin and Hh pathways in the anterior head and GZ: Hh signaling acted upstream of *Tc-wg* in the anterior head but had no influence on posterior GZ *Tc-wg* expression. In the GZ, by contrast, Wnt/β-catenin signaling acted upstream of *Tc-hh* and *Tc-wg* but Hh signaling had no influence on *Tc-wg* expression. Apparently, the interactions between these pathways differ in three embryonic regions, i.e. the anterior head, trunk and GZ. Different interactions have also been found in *Drosophila* head segments compared with the trunk but only the trunk interactions are conserved between these insects (Gallitano-Mendel and Finkelstein, 1997). The most surprising result was the upstream position of Hh signaling in the head because this differs from the *Drosophila* situation, in which ocular *wg* expression is unaffected in *hh* mutants, while the *hh* stripe is slightly altered in *wg* mutants (Gallitano-Mendel and Finkelstein, 1997). This corroborates previous evidence documenting the profound divergence of *Drosophila* head patterning (Kittelmann et al., 2013; Posnien et al., 2010).

### An unexpectedly low number of head target genes – synergism or delayed development?

Our work identifies the first comprehensive target gene sets of the Hh and Wnt/β-catenin pathways in a short germ embryo. Our controls show that we faithfully identified region-specific genes regulated by the Wnt/β-catenin and the Hh pathways by genetically depleting head or GZ by RNAi treatments. This approach opens up the possibility of identifying target genes in specific regions of embryos that are too small for manual dissection. However, it should be noted that our experiment cannot distinguish between direct or indirect targets. Unexpectedly, we found few targets in the head for either pathway, although these domains correspond to the vertebrate midbrain-hindbrain boundary and the expression of several highly conserved *Tribolium* head patterning genes is initiated there (Posnien et al., 2011). Hence, synergism does not appear to play a dominant role. An alternative reason could be that head patterning lags behind GZ patterning as indicated by the later expression of *Tc-wg* compared with the GZ (Fig. 7; supplementary material Fig. S1). Repeating the same experiment at a later developmental stage might then reveal the targets more faithfully. It remains unclear why the Hh pathway activated so few target genes despite its clear upstream role in the head.

**Fig. 7.**
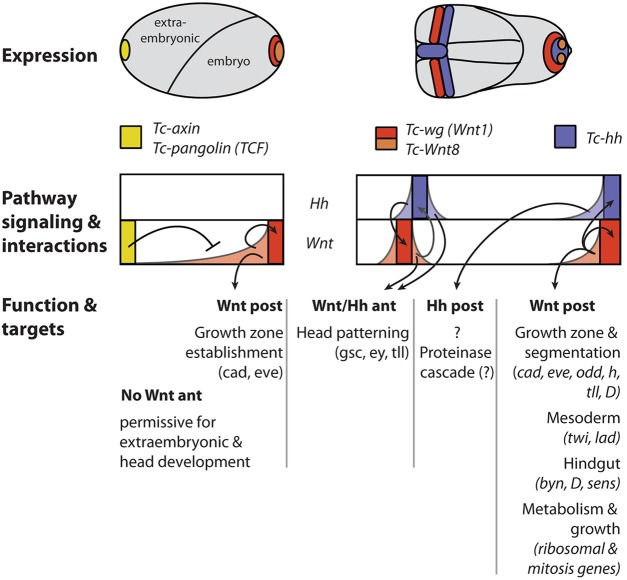
**Summary of early Wnt and Hh signaling functions in head and GZ.** The Wnt/β-catenin pathway has an early function in axis formation (left). During blastoderm stages, posterior Wnt/β-catenin signaling is required for GZ establishment and posterior patterning. Anterior repression of Wnt/β-catenin signaling is required for anterior development, with the extraembryonic serosa and the anterior embryo being most sensitive to elevated Wnt activity. Hh signaling does not appear to play a role at this stage. At the germ rudiment stage (right), posterior Wnt signaling maintains its own activity and initiates Hh signaling in the GZ. At the same time, adjacent stripes of *Tc-wg* and *Tc-hh* expression arise in the head anlagen, with Hh signaling being required for the initiation of *Tc-wg* expression. Later, mutual activation maintains this boundary. At this stage, we detected only a few target genes for both pathways in the head. The posterior Hh target gene set is largely non-overlapping with the Wnt set but its function remains elusive. Posterior Wnt/β-catenin signaling plays a central role in posterior development. First, it activates genes required for pattern formation in the GZ. This includes segmentation of the ectoderm, the formation of the mesoderm and the hindgut. Second, the expression of genes required for protein metabolism is enhanced by Wnt/β-catenin signaling. Finally, genes required for cell division are regulated by Wnt/β-catenin signaling. Hence, Wnt/β-catenin integrates patterning, metabolism and growth. Note that later functions of these pathways (such as parasegment boundary formation) are not depicted in this scheme and that the expression of further Wnt ligands has been omitted for simplicity. See text for further details. ant, anterior; post, posterior.

### Wnt integrates pattern formation, cell division and metabolism in the GZ

Although the involvement of the Wnt/β-catenin pathway in posterior development in arthropods is well established, which aspects of regulation are conserved or diverged remains an open question (Martin and Kimelman, 2009). Our dataset offers the first comprehensive view of the target gene sets of both pathways, providing a framework for comparisons with similar target gene sets that await identification in other arthropods. A similar number of genes was regulated by Hh and Wnt/β-catenin signaling in the GZ and the gene sets were almost non-overlapping. The finding of several epidermal patterning genes in the Wnt set of the GZ was not unexpected given the conserved role of Wnt/β-catenin signaling in bilaterian posterior patterning and the known role in activating the pair-rule genes *Tc-eve* and *Tc-runt* in *Tribolium* (Bolognesi et al., 2009; Martin and Kimelman, 2009). We identified several additional pair-rule genes and *Tc-caudal.* Together, this clearly places Wnt/β-catenin signaling at the top of the GZ gene hierarchy.

Surprisingly, we find mesoderm to be under the control of Wnt/β-catenin signaling. This is in contrast to *Drosophila*, in which *twist* is activated by *dorsal* and where the *dorsal*/*snail*/*twist* network activates *wntD* expression (Ganguly et al., 2005).

Wnt/β-catenin (but not Hh) signaling activated a large number of ribosomal genes and genes involved in cell division, indicating that Wnt/β-catenin signaling integrates pattern formation and posterior elongation with metabolism. Recently, it was shown that PYGO, a transcriptional co-activator of *armadillo*/*β-catenin* (Kramps et al., 2002), is involved in ribosome biogenesis in human cancer cell lines, indicating that this might be a common theme of Wnt/β-catenin signaling (Andrews et al., 2013).

With respect to posterior elongation, it remains unknown what the relative contributions of convergent extension and cell division might be. A posterior zone of localized cell proliferation does not appear to exist and, in line with this, Sarrazin et al. (2012) have shown that convergent extension takes place in the GZ. Further, they show that there is a peak of cell division in the GZ in mid-elongating embryos. Our EdU results confirm a significant degree of cell division during mid-elongation.

An intriguing feature of the Hh dataset is the large number of genes predicted to be involved in a proteolytic cascade, including a member of the spätzle family (*Tc-spz1*), which might act as a Toll ligand. Based on these two findings, we hypothesize that the GZ signaling center may act in ongoing dorsoventral patterning, which is required for continuous mesoderm and neuroectoderm formation during elongation (Lynch and Roth, 2011).

### Have most posterior patterning genes been identified?

So far, candidate genes have been studied in terms of their function in GZ patterning in *Tribolium*. Our data contained several crucial segmentation genes (*Tc-caudal*, *Tc-eve*, *Tc-odd*), which suggests that the approach had the power to identify novel patterning genes independently of previous knowledge. Regarding the rather specific posterior expression of the investigated target genes, it was surprising that we did not detect segmentation phenotypes. Posterior patterning genes could still be included in the set of empty egg phenotypes but, given the strong phenotype, it is more likely that these genes perform rather basic cellular functions such as cell division or metabolism. The latter possibility is supported by the GO term analysis of the Wnt pathway, which indicates enrichment in protein biosynthesis and cell division. Taken together, our data suggest that the candidate gene approach of the past decades has already revealed most, if not all, Wnt and Hh target genes relevant to posterior patterning.

### *Tc-sens* acts early in hindgut formation

We found several hindgut genes to be controlled by Wnt signaling in the GZ (Lengyel and Iwaki, 2002) and identify *Tc-sens* as novel hindgut gene. This function is very different from the *Drosophila* ortholog *senseless*, which is not expressed in the hindgut but is essential for sensory organ development (Nolo et al., 2000). Interestingly, its paralog *senseless-2* is expressed in the anterior midgut in *Drosophila* but a phenotype has not described so far. It is intriguing that *Tc-sens* is required in the GZ of the germ rudiment despite the fact that the hindgut differentiates only many hours later. Apparently, there is molecular specification of the hindgut anlagen in the GZ at early stages of abdominal segmentation.

## MATERIALS AND METHODS

### Strains and sequences

*San Bernardino* wild-type strain of *Tribolium castaneum* was used for all experiments and kept at 32°C on white flour supplemented with 5% dry yeast. *Black* males were used for mating females injected with dsRNA. A complete list of primers and sequences is provided in supplementary material Table S1.

### RNAi

dsRNA was synthesized as described previously (Posnien et al., 2009). Lithium precipitation was used for templates longer then 400 bp and phenol/chloroform extraction followed by isopropanol precipitation for shorter templates. dsRNA was injected into female pupae (RNA-seq) or adults (downstream candidates) at 32°C using the following concentrations: *arrow*, 2.1 µg/µl; *frizzled1/2*, 2.3 µg/µl; *hh*, 2.0 µg/µl; *orthodenticle*, 2.4 µg/µl; *torso*, 2.3 µg/µl; *wntless*, 2.1 µg/µl and >2 µg/µl for downstream candidates. All genes knocked down in the RNAi–RNA-seq procedure were published previously with no off-target effects reported (Beermann et al., 2011; Bolognesi et al., 2008; Bolognesi et al., 2009; Farzana and Brown, 2008; Kotkamp et al., 2010; Schoppmeier and Schröder, 2005). The phenotype of *Tc-sens* was confirmed with non-overlapping fragments (see supplementary material Table S1 for sequences).

### RNA isolation and sequencing

RNA of 10- to 11-h-old RNAi and wild-type embryos was extracted using Trizol (Ambion) according to the manufacturer's protocol, followed by digestion with Turbo DNase (Ambion) and phenol/chloroform extraction (Ambion, pH 6.9). Three biological replicates were sequenced (see supplementary material Table S1 for statistics), with each biological replicate consisting of ∼100 pooled embryos (∼15 µl). The RNAi knockdowns resulted in a transcript reduction of RNA-seq reads of the targeted genes by 80-90%, except for *Tc-frizzled2* with 40% reduction. Cuticle analysis of sibling animals confirmed the high penetrance of the RNAi treatments (see Fig. 3 for quality controls). A gene was considered downregulated if the transcript number was reduced by half at a false discovery rate below 0.1 (see MA plots in supplementary material Fig. S3A; datasets in supplementary material Table S2). Principal component analysis (PCA) revealed that the respective treatments cluster (Fig. 3C).

### RNA-seq analysis

The FASTQ formatted Illumina reads were mapped to the *Tribolium* au2 gene set (http://bioinf.uni-greifswald.de/tcas/genes/au2/) using bowtie2 (Langmead and Salzberg, 2012) with the ‘very sensitive’ presetting. Reads were counted with SAMtools (Li et al., 2009) and combined in a counts table. Statistical analysis of the data and differentially expressed gene calling was performed in R (http://www.r-project.org/) using the DESeq package (Anders and Huber, 2010) from Bioconductor (Gentleman et al., 2004). Genes were considered to be differentially expressed if log2 fold change was ≥1 given an adjusted *P*-value of <0.1. For exploratory clustering analysis the variance stabilizing normalization was used and PCA was performed using the function plotPCA. Before PCA, all genes with counts of less than 500 in two or more experiments were filtered out and only the top 500 remaining genes, which display the highest overall variances, were used. Intersects and Venn diagrams were built with the Overlapper.R function (http://manuals.bioinformatics.ucr.edu/home/R_BioCondManual#TOC-Venn-Diagrams). Heatmaps were plotted with gplots (http://cran.r-project.org/web/packages/gplots/index.html) and RColorBrewer (http://cran.r-project.org/web/packages/RColorBrewer/index.html), bar charts with ggplot2 (Wickham, 2009). MA plots and sample clustering heat maps were made with the DESeq package.

### Annotation of RNA-seq results

The au2 gene set was BLASTed against the gene set from FlyBase (Gelbart et al., 1997) using BLAST (Altschul et al., 1997) implemented in BioPerl (Stajich et al., 2002) and a custom perl script (http://bioinf.uni-greifswald.de/bioinf/bioinfprakt11/ex3/orthoparahomlist.pl). Reciprocal best BLAST scores were reported as orthologs. Hits with an E-value <10^−5^ were considered homologs and included in case no ortholog was found. The resulting list of au2 gene IDs with their corresponding Fbpp ID was merged to the *Drosophila* annotations from FlyBase in R. GO term enrichment was performed with AmiGO using the orthologs/homologs from the above list and FlyBase as database filter (Carbon et al., 2009).

### *In situ* hybridization

*In situ* hybridization was performed as described previously (Schinko et al., 2009) with minor changes: Roche Blocking Reagent was added to the HybeA buffer and used as the standard blocking buffer in all following steps. PBT was substituted with maleic acid buffer [100 mM maleic acid (pH 7.5), 150 mM NaCl, 0.1% Tween20] as the standard washing buffer. Fluorescence *in situ* hybridization was performed by adapting the zebrafish protocol (Lauter et al., 2011) to *Tribolium*.

### EdU cell proliferation assay

The EdU cell proliferation assay was performed with the Click-iT EdU Alexa Fluor 488 Imaging Kit according to the manufacturer's protocol (Life Technologies). Embryos were 10-14 h AEL (32°C) during EdU injections and incubated for a further 3 h (32°C) prior to fixation and EdU staining. The embryos were counterstained with Hoechst 33342.

### Microscopy and imaging

Cuticles were imaged on a Zeiss LSM780 with a 25× objective using a 550 nm laser. The resulting stacks were processed in Amira 5.32 (FEI). Four steps of blind deconvolution and Gaussian smoothing were applied. Intensity levels were set to range from 5-200. *In situ* stainings of germ bands were imaged on a Zeiss Axioplan2, 10× objective, using ImagePro 6.2 software (Media Cybernetics). Blastoderm *in situ* stainings were recorded as 8-bit mono for enhanced signal to overcome quenching and epifluorescence of the yolk. EdU-stained embryos were imaged on a Zeiss LSM780 with a 10× objective using 405 and 480 nm lasers. The resulting stacks were loaded in Amira 5.32 and 3D rendered with the voltex module. All images were assembled in Photoshop CS2 (Adobe). All figures were imported into Inkscape (http://www.inkscape.org/) for labeling and formatting.

### Data access

The complete dataset, including all relevant parameters, was deposited at GEO under accession number GSE54706.

## Supplementary Material

Supplementary Material

# Supplementary material for: Wnt/β-catenin signaling integrates patterning and metabolism of the insect growth zone
**Source:** Development. 2014 Dec 15;141(24):4740–50. doi: 10.1242/dev.112797
**Supplement:** Supplementary Material

Supplementary Material 

# Wnt/β-catenin signaling integrates patterning and metabolism of the insect growth zone

## DEV112797 Supplementary Material

**Files in this Data Supplement:**

- Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

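Whole germ rudiments of *Tribolium castaneum*, 10 to 11 h after egg laying, were sequenced in 25 samples of 8 groups, namely 6 RNAi treatments and wild types at 2 read lengths. The samples were assigned to groups and replicate numbers from their descriptions and the paper's methods. The authors mapped single-end Illumina reads to the au2 transcripts with bowtie2 in its very sensitive setting and counted them with SAMtools. The deposited values are raw counts per transcript, without normalization, one library or one sum of 3 sequencing runs per sample, for 12784 transcripts. In its default mode bowtie2 reports one place per read, so reads of near-identical transcripts could have been split between them. Their own tests were made with the DESeq package at a log2 fold change of at least 1 and an adjusted p below 0.1.

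From the counts, TMM normalization, a filter on low counts (edgeR's filterByExpr with a minimum count of 10) and edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) were applied. The 12 samples with 50 bp reads and the 13 samples with 100 bp reads were fitted separately, each treatment was compared with the wild type of its own read length, and p-values were adjusted by the Benjamini-Hochberg method. The cutoffs were those of the paper. Standard errors of log2 fold changes are those implied by the quasi-likelihood F test. The Wnt set is the intersect of the 3 Wnt treatments. Posterior sets hold genes also reduced in *Tc-tor RNAi* but not in *Tc-otd RNAi*, and anterior sets the converse. Normalized counts are TMM-scaled to the geometric mean library size of the 25 samples. The PCA followed the paper's settings, with the variance stabilizing transformation of DESeq2 1.42.0. Shares of genes have Wilson 95% intervals, which like the smallest detectable shares cover counting error only.

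Total counts per sample ranged from 8.29 to 85.5 M (M for mega, counts), and the largest share taken by a single transcript was from 1.35% to 7.50%. The procedure was tested on simulated counts with 200 changed genes. It recovered 199 of them in the 50 bp design and 183 in the 100 bp design, with 7 and 8 unchanged genes called. All simulated changes were larger than the fold change cutoff and lay in genes above a minimum expected count. No effect shared by replicate numbers was simulated. The recovery therefore does not describe changes near the cutoff or genes with low counts.

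The genes named in the text were chosen by a rule written before the data were examined. They are the genes on which a sentence of the results rests and whose au2 identifier the paper prints, and other printed identifiers are summarised as counts. For each treatment, the reduced gene with the smallest p is described. The alternatives were RLE normalization, DESeq2's Wald test, no filter or at least 10 counts in every sample, all 6 wild types as one reference, only the 2 groups compared in a fit, an adjusted p below 0.05, the replicate number as a block (in which only the numbers 1 and 2 hold both wild type and treatments), the 100 bp groups without replicate 1, other definitions of low expression, other PCA settings, and each sample left out in turn. A further reference, the wild type of the other read length, was chosen after seeing the data. Genes that the paper names without an au2 identifier, the targeted genes among them, were not analysed here, since none of the au2 identifiers matched the gene table used here.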

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

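Of the tests in this part, those of read length, of the 229 genes against the other wild type, and those of the 1170 raised genes by RLE normalization and by transcript length, as well as the test of transcripts without a read, were chosen only after the result was seen.

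The total of wild type replicate 1 with 100 bp reads was 59.4 M (59.417 M counts, M for mega), against 13.8 to 24.8 M in the other wild types. It is the sum of 3 sequencing runs, as are the replicates 1 of *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi*, so the larger total follows from the sequencing design. *Notum* (au2.g3101) had 2886 normalized counts in wild type replicate 2 with 100 bp reads, against 2006 to 2333 in the other wild types. Among the 28 groups of values compared in this way, about 1 in 20 stands apart by chance, so 2 are near what chance gives, and no biological explanation was tested for either.

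The wild types of the 2 read lengths differed in 852 of 10442 genes, of which 587 were lower and 265 higher in the 50 bp samples. None of the 9 other splits of the 6 wild-type samples gave a single such gene, so 1 of 10 splits was as large, and 10 splits cannot give a share below 0.05. With RLE normalization 849 genes differed, but RLE shares with TMM the assumption that most genes are unchanged, so an effect of the scaling is not ruled out. With single samples left out between 491 and 1234 genes differed, so the lowest count of 491 leaves open that a single library carries much of it. Read length was tested in the RNAi samples, which had both lengths but different treatments. In the genes that were lower in the 50 bp wild types, where the wild types had a median log2 ratio of -1.48, the 50 bp over the 100 bp RNAi samples had -0.16 (-0.159), and in the higher genes 0.57 (0.570) against 1.38. In 120 of the 587 lower and 113 of the 265 higher genes the RNAi samples kept at least 0.5 of the wild-type shift. The genes were selected by the wild-type difference, which enlarges it, and the RNAi groups also differ in treatment. A part of the difference, mainly in the higher genes, could thus come from read length, and the rest may reflect the batches of wild-type embryos or libraries, which cannot be told apart here.

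In *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi* 229 genes were reduced together, a group the paper shows in Fig. 2. Against the 50 bp wild types, 25 of the 229 were still reduced in all 3 treatments. Of the 229 genes 139 were called lower in the 50 bp than in the 100 bp wild types, with a median log2 ratio of -1.52, and the Wnt treatments had a median log2 ratio of 0.03 to the 50 bp wild types. A candidate explanation is therefore that many of these genes had high counts in the 100 bp wild types, in place of a shared response to the 3 treatments. The genes were selected against the 100 bp wild types, which by itself enlarges this difference, so how far the explanation holds is not known. Selection also affects the other sets compared below with the wild type of the other read length. The same comparison for the posterior Hh set kept 71 of 155 genes, of which 38 were called lower in the 50 bp wild types, so that part of this set may have the same origin. In the posterior Wnt set 62 of 107 genes remained reduced in the 3 Wnt treatments against the 100 bp wild types, and 12 of the 107 were called higher in the 50 bp wild types, so the same doubt holds for part of this set. Built anew against the wild type of the other read length, the posterior Hh set held 163 genes and the posterior Wnt set 85.

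In the 3 Wnt treatments 1170 genes were raised together, against 314 reduced. Among 100 regroupings of the 50 bp samples, 2 gave as many raised genes, the real one included, and both kept the 3 wild types together. The largest number in the regroupings that parted the wild types was 1. RLE normalization gave 1190 genes, and thinning all 50 bp samples to 17.5 M counts gave 1103, so the depth does not account for the number. RLE, like TMM, assumes that most genes are unchanged, so a shift of the scale is not ruled out. The TMM factors were 0.848 to 0.896 in the 50 bp wild types and 1.03 to 1.19 in the Wnt treatments. Against the 100 bp wild types 561 of the 1170 were still raised in all 3 treatments, so low counts in the 50 bp wild types may account for part of the set. Of the raised genes 78.4% had fewer than 200 normalized counts in the 50 bp wild type. Across the 5456 genes below this level, the rise correlated with the transcript length with a Spearman rho between 0.206 and 0.283, which does not tell background reads apart from a change in expression. At an equal depth of 8.29 M counts, the 9 Wnt-treatment samples had 1026 ± 118 transcripts without a read (SD, range 860 to 1168), against 1398 ± 9.71 in the 50 bp wild type (SD, n = 3, two-sided exact permutation p = 0.00455, the smallest the 220 splits allow). Against the 100 bp wild types, with 1560, 1156 and 1163 such transcripts, the exact permutation p was 0.0182. Only replicate 1 of these, the sum of 3 sequencing runs, lay outside the range of the Wnt treatments, and the read lengths differ, so this does not settle whether low counts in the 50 bp wild types account for the difference. In the 10 RNAi samples with 100 bp reads the mean number was 1102 (range 846 to 1495), with an exact permutation p of 0.213 against the 100 bp and 0.0524 against the 50 bp wild types. These tests leave out the shared replicate numbers. Replicate 1 had 1560 such transcripts in the wild type and 1404, 1495 and 1140 in *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi*, and replicate 2 had 1156 against 1085, 1221 and 924. A broader set of transcripts at low level in the Wnt treatments remains a hypothesis, and it cannot be told apart from background reads that scale with length.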

How the results depend on the processing

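All tests of other splits in this part were set before their results were seen. RLE normalization, DESeq2's Wald test and an adjusted p below 0.05 left each of the 26 counts and shares they were applied to within 1.5 times its value or within its interval. The replicate block did so for 17 of 17. In the PCA, log2 CPM or 1000 genes changed neither the share of the first component beyond the spread of the fits with a sample left out nor the number of samples next to their own group by more than 1.5 times. Among the named genes whose calls were followed under the alternatives, no log2 fold change reversed its sign. For counts and shares only the size was compared, so no reversal could be found there. No paired analysis was possible for the 50 bp groups because their wild types share no replicate number with the treatments. The cause was not tested for any of the changes that follow.

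With no filter on low counts, the low-expressed share of the reduced posterior Hh set was 51.7%. With at least 10 counts in every sample, the reduced genes were 398 (*Tc-arr RNAi*), 357 (*Tc-wntless RNAi*) and 332 (*Tc-hh RNAi*), the raised genes 1172 (*Tc-frizzled1/2 RNAi*), 1132 (*Tc-wntless RNAi*), 334 (*Tc-hh RNAi*) and 411 (*Tc-otd RNAi*), the Wnt set 195, the anterior Wnt set 7, the anterior Hh set 12 and the genes reduced in *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi* 124. The low-expressed shares were then 44.2% and 9.72% (raised and reduced posterior Wnt) and 58.0% and 18.6% (raised and reduced posterior Hh). With all 6 wild types as one reference, the posterior Wnt set held 162 genes with a low-expressed share of 43.2%, the overlap of the posterior sets 41, and 73 posterior Hh genes passed at 0.7. With only the 2 groups compared in the fit, the posterior Wnt set held 68 genes.

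Without the replicates 1 of the 100 bp groups, the raised genes were 282 (*Tc-hh RNAi*) and 409 (*Tc-otd RNAi*), the anterior Wnt set 6, the anterior Hh set 9, the genes reduced in *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi* 142, the overlap 4, and the low-expressed share of the raised posterior Wnt set 72.8%. With low expression set below 100, the 4 shares were 52.2%, 7.48%, 69.1% and 25.8%, in the order above. Without the count filter, the first principal component held 40.4% and 9 samples had a nearest neighbour of their own group. Against the wild type of the other read length, chosen after seeing the data, the reduced genes were 1038 (*Tc-arr RNAi*), 975 (*Tc-frizzled1/2 RNAi*) and 921 (*Tc-wntless RNAi*), the raised genes 1045 (*Tc-hh RNAi*) and 1180 (*Tc-otd RNAi*), the Wnt set 649 and the anterior Wnt set 28.

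Across the fits that each left out one sample, the Wnt set held 203 to 371 genes, the posterior Wnt set 59 to 124, the anterior Hh set 12 to 44, the overlap 2 to 10, and the genes reduced in *Tc-hh RNAi*, *Tc-otd RNAi* and *Tc-tor RNAi* 132 to 279. The low-expressed shares of the posterior Hh sets were 68.3% to 85.7% (raised) and 32.0% to 47.0% (reduced), the first principal component held 42.7% to 47.1%, and the wild types differed in 491 to 1234 genes. For the calls of single named genes, each call was counted once per setting, so a call can count more than once. Of these comparisons, 15 were weaker and 1 stronger under the alternatives set beforehand. With a sample left out 19 were weaker, and 5 against the other wild type. The weakened calls include au2.g216, au2.g2727 and au2.g954 in *Tc-hh RNAi*, whose log2 fold changes lie close to the cutoff.

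For each treatment, 1 split of its samples and wild types gave as many reduced genes, and 1 as many raised genes, the real split itself. There were 10 splits for each Wnt treatment, 12 for *Tc-hh RNAi* and 4 each for *Tc-otd RNAi* and *Tc-tor RNAi* that part the same-numbered samples, too few for a share below 0.05. The other splits gave 0 genes except in *Tc-hh RNAi*, where they reached 330 reduced and 382 raised genes, and 262 and 352 among the splits that left numbers together. Of 100 regroupings of all samples of one read length, 2 gave a Wnt set as large, 2 a posterior Wnt set, 2 an anterior Wnt set, 2 an overlap and 2 as many posterior Hh genes at 0.7, the real grouping included. For the posterior Hh set it was 4, and for the anterior Hh set 7, so an anterior Hh set of 22 genes is not rarer than 0.05 among regroupings. Each of these groupings kept the 3 wild types together, as did 3 of the 100 at 50 bp and 11 of the 100 at 100 bp, and with the wild types parted the sets held 0 genes. The Wnt set takes in all 3 Wnt treatments, so exchanging samples between these treatments tests it little. The 100 bp groups have the smallest totals, 8.29 M (M for mega, counts) in *Tc-hh RNAi*. Simulated changes, all larger than the cutoff, were recovered less often there (91.5% against 99.5%).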

Differences from the paper's values

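The anterior Wnt set held 13 genes, and the paper's number is 8. The alternatives set before the data were examined that came within 1.5 times of the paper's value were at least 10 counts in every sample (7), only the 2 groups compared in the fit (12), an adjusted p below 0.05 (12), the replicate block (12), the 100 bp groups without replicate 1 (6) and 10 of the 21 fits that each left out one sample. The others did not.

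The posterior Hh set held 155 genes against the paper's 87. Only at least 10 counts in every sample (118) and the fits without *Tc-hh RNAi* replicate 4 (128), *Tc-tor RNAi* replicate 2 (123) or 100 bp wild type replicate 2 (127) came within 1.5 times. The anterior Hh set held 22 genes against the paper's 8, and only at least 10 counts in every sample (12), the 100 bp groups without replicate 1 (9) and the fit without *Tc-hh RNAi* replicate 4 (12) came within 1.5 times.

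The overlap of the posterior sets held 7 genes against the paper's 3. The 100 bp groups without replicate 1 gave 4, and the fits without *Tc-hh RNAi* replicate 1 (2), *Tc-hh RNAi* replicate 3 (4) or 100 bp wild type replicate 2 (4) came within 1.5 times, while the other alternatives set beforehand did not. At a fold change of 0.7 the share of posterior Hh genes in the Wnt set was 20.6%, and the paper's is 44%. Among the alternatives set beforehand only all 6 wild types as one reference, with 34.1%, came within 1.5 times.

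The low-expressed share of the reduced posterior Wnt set was 15.9%, and the paper's is 8%. At least 10 counts in every sample (9.72%) and low expression set below 100 (7.48%) closed the gap, and no other alternative set beforehand did. In the reduced posterior Hh set the share was 38.1% against the paper's 16%, and only at least 10 counts in every sample (18.6%) closed the gap. Both settings moved the shares of the raised sets, 65.0% (Wnt) and 79.8% (Hh), away from the paper's 70% and 78%. With at least 10 counts in every sample they were 44.2% and 58.0%, and below 100 they were 52.2% and 69.1%.

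In *Tc-hh RNAi* 527 genes were reduced, and the paper shows about 220 in Fig. 2, read by eye. None of the alternatives set before the data were examined closed this gap. In *Tc-otd RNAi* 782 genes were reduced, and the paper shows about 470 in Fig. 2, read by eye. The counts came within 1.5 times with at least 10 counts in every sample (547), an adjusted p below 0.05 (689), the 100 bp groups without replicate 1 (651), and without *Tc-otd RNAi* replicate 1 (661), *Tc-otd RNAi* replicate 2 (633) or 100 bp wild type replicate 2 (668). In *Tc-tor RNAi* 1214 genes were reduced, and the paper shows about 790 in Fig. 2, read by eye. RLE normalization (1088), DESeq2's Wald test (1100), no filter (1156), at least 10 counts in every sample (886), only the 2 groups compared (933), an adjusted p below 0.05 (1109), and the fits without *Tc-tor RNAi* replicate 2 (921), *Tc-tor RNAi* replicate 3 (1000) or 100 bp wild type replicate 2 (1079) came within 1.5 times. The 50 bp wild types as the reference, chosen after seeing the values, gave 1177. In all 3 of these treatments 229 genes were reduced, and the paper shows about 84 in Fig. 2, read by eye. Only at least 10 counts in every sample (124) came within 1.5 times.

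The paper places *Irk2* (au2.g12008) among the posterior Wnt targets, and here it was also reduced in *Tc-otd RNAi* (log2 fold change -1.09). It places *Amy-d* (au2.g2626) in the anterior Wnt set, and marks it in a legend as shared by the posterior sets, whereas here it was reduced in *Tc-otd RNAi* (-3.40) and *Tc-tor RNAi* (-1.04) and so in no regional set. Its call in *Tc-tor RNAi* was lost with RLE normalization, DESeq2's Wald test, no filter and only the 2 groups compared, so this difference depends on the setting. Among the paper's posterior Hh candidates, *IA-2* (au2.g10490) was also reduced in *Tc-otd RNAi* (-1.17), and the reductions of *smp-30* (au2.g7984) and au2.g12667 in *Tc-hh RNAi* had adjusted p of 0.147 and 0.493 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among its anterior Hh candidates, au2.g954 had a log2 fold change of -0.97 in *Tc-otd RNAi*, and au2.g604 (-1.01) and au2.g11416 (-1.03) were also reduced in *Tc-tor RNAi*. Once the replicate block was included, *smp-30* (-2.14 in *Tc-hh RNAi*, adjusted p 0.0687 by edgeR with Benjamini-Hochberg adjustment) and au2.g954 (-1.06 in *Tc-otd RNAi*) were in the paper's sets, while *ade2* (au2.g1793, -1.02 in *Tc-tor RNAi*) and *lethal(2)efl* (au2.g9509, adjusted p 0.116 in *Tc-hh RNAi* by the same edgeR test) were not. The paper states that the treatments cluster in the PCA, and here 14 of 25 samples had a nearest neighbour of their own group.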

Other observations

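The test in this part was set before its result was seen. At a fold change of 0.7 in the Wnt treatments, posterior Hh genes were compared with other genes lost with the growth zone. With the posterior Wnt set left out, 25 of 146 posterior Hh genes (17.1%) passed the released cutoff. Of the genes reduced in *Tc-tor RNAi* but in neither *Tc-otd RNAi* nor *Tc-hh RNAi*, 141 of 399 (35.3%) passed (two-sided Fisher's exact test across genes, p = 3.65e-05). With the posterior Wnt set kept, the shares were 20.9% and 48.3% (p = 7.7e-10 in the same exact test). This comparison may be biased against the posterior Hh genes. They were selected against the 100 bp wild types, and 38 of the 155 were called lower in the 50 bp wild types against which passing is judged. The other genes were also selected against the 100 bp wild types, and the same count was not made for them. They may also include weak Wnt targets. A partial loss of growth zone tissue in the Wnt treatments is a possible reason for the genes added at 0.7, and the test does not tell a weaker Hh signal apart from it.

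Genes reduced in all 6 treatments numbered 6, and genes raised in all 6 numbered 128. All treated females were injected with dsRNA, and the sample descriptions give no dsRNA template for the wild types. The paper states that the injected females were mated with *Black* males, the descriptions give wild-type males. Genes changed in all 6 treatments therefore cannot be told apart from an effect of the injection or, if the paper's statement holds for these embryos, of the fathers' strain, and no biological explanation was tested. The count of raised genes was added after the data had been seen.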
